# A single early-in-life macrolide course has lasting effects on murine microbial network topology and immunity

**DOI:** 10.1038/s41467-017-00531-6

**Published:** 2017-09-11

**Authors:** Victoria E. Ruiz, Thomas Battaglia, Zachary D. Kurtz, Luc Bijnens, Amy Ou, Isak Engstrand, Xuhui Zheng, Tadasu Iizumi, Briana J. Mullins, Christian L. Müller, Ken Cadwell, Richard Bonneau, Guillermo I. Perez-Perez, Martin J. Blaser

## Abstract

Broad-spectrum antibiotics are frequently prescribed to children. Early childhood represents a dynamic period for the intestinal microbial ecosystem, which is readily shaped by environmental cues; antibiotic-induced disruption of this sensitive community may have long-lasting host consequences. Here we demonstrate that a single pulsed macrolide antibiotic treatment (PAT) course early in life is sufficient to lead to durable alterations to the murine intestinal microbiota, ileal gene expression, specific intestinal T-cell populations, and secretory IgA expression. A PAT-perturbed microbial community is necessary for host effects and sufficient to transfer delayed secretory IgA expression. Additionally, early-life antibiotic exposure has lasting and transferable effects on microbial community network topology. Our results indicate that a single early-life macrolide course can alter the microbiota and modulate host immune phenotypes that persist long after exposure has ceased.

## Abstract (web summary)

High or multiple doses of macrolide antibiotics, when given early in life, can perturb the metabolic and immunological development of lab mice. Here, Ruiz et al. show that even a single macrolide course, given early in life, leads to long-lasting changes in the gut microbiota and immune system of mice.

## Introduction

Antibiotic use in clinical medicine is excessive; > 250 million antibiotic courses were prescribed in the USA in 2010^1^, with ~50 million prescribed to children^2^. Antibiotic prescription rates are highest in the first 2 years of life with broad-spectrum β-lactams and macrolides most frequently prescribed for upper respiratory tract infections^3^.

Clinical and epidemiologic studies have associated early-in-life antibiotic exposures with an increased risk of asthma, allergies and inflammatory bowel disease^4–6^. The autochthonous microbiota co-evolved with their hosts over millions of years developing mutualistic relationships with its host^7^. Such relationships dictate host physiological processes including epithelial barrier function, nutrient metabolism, mucosal immune activation and protection^8^, one hypothesis is that an antibiotic-altered microbiota may induce such pathologies^9^.

The period between birth and 3 years of age is critical for the development of the intestinal microbiota^10^. Factors such as delivery mode, diet and antibiotics have considerable effects on the stability, succession and resilience of the intestinal microbial community^11^. With doses relatively mirroring the pharmacokinetics used in treating human infections, pulsed antibiotic treatment (PAT) induced substantial changes in murine metabolic development with macrolide antibiotics exhibiting stronger effects^12^. The differential impact of macrolide vs β-lactam antibiotic classes on early-life microbial communities and host health was further highlighted in a recent clinical study^13^.

Prior studies have used massive antibiotic exposures to perturb immunological development in mice^14, 15^. Here we examine the role of one macrolide PAT course on intestinal microbial community dynamics and network structure and on the host’s developing immune system. We show that even a single antibiotic course, given early in life, leads to profound and long-lasting immunological changes in mice, and that an altered microbiota with altered keystone taxa is both necessary and sufficient to explain these effects.

## Results

### Effect of macrolide courses on the intestinal microbiota

To determine if a single antibiotic course introduced early in life is sufficient to lead to durable changes in both the microbiota and in the host, we compared the effect of exposing mice to a single pulsed antibiotic course (PAT1) vs a 3-course (PAT3) regimen (Fig. 1a **)**. The first course was administered to both PAT1 and PAT3 pups while nursing at postnatal day 5 (P5) for 5 days. The PAT3 group received two additional courses at P27 and P36 for 3 days (Fig. 1a). Since the first antibiotic course was given to the dams during nursing, we sampled both pups and their mothers (dams) to compare the effects of the course on developing (pups; P5–10) and mature (dams; ~12 weeks old) microbiota.

**Fig. 1:**
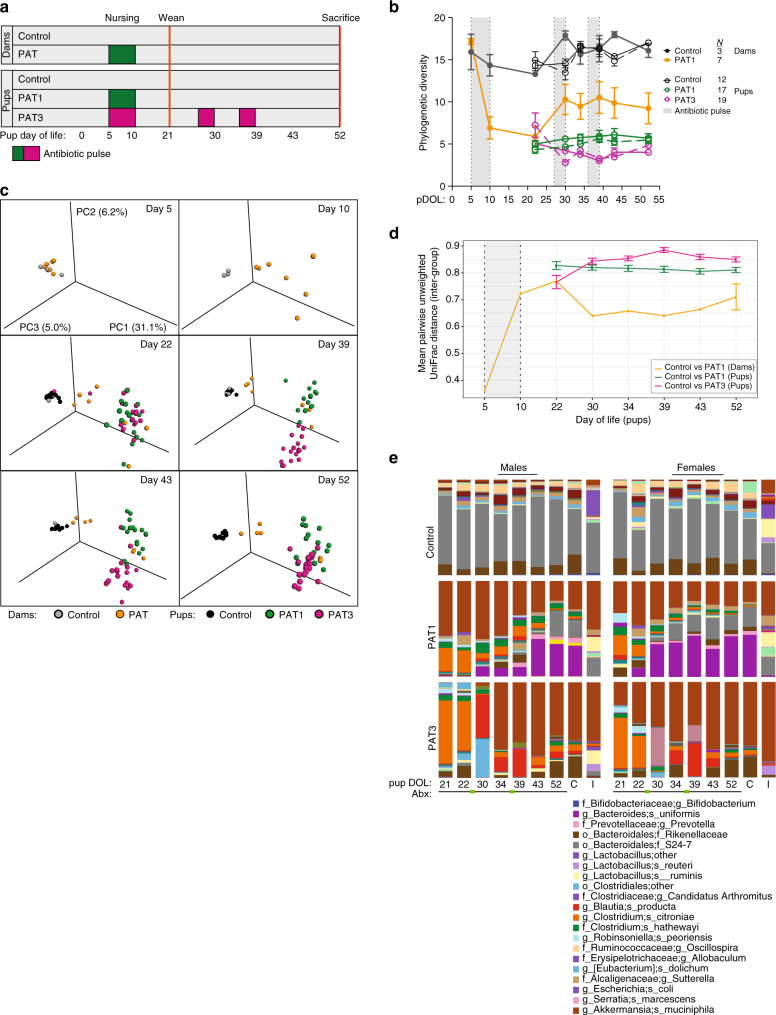
Effect of number and timing of antibiotic doses on intestinal microbial communities. **a** Study design: 5-day-old C57BL/6 pups were treated with one course of tylosin at P5 for 5 days (PAT1 group) through their mother’s milk, or with two additional doses at P27 and P36 for 3 days each (PAT3 group). Twelve-week-old dams were treated with one course at pup P5. Sample sizes for dams were *n* = 7 (PAT), *n* = 3 (control). Sample sizes for their pups were *n* = 12 (control), *n* = 17 (PAT1), *n* = 19 (PAT3). **b** Mean (±SEM) unrarified α-diversity using the phylogenetic diversity (PD) metric in fecal samples of dams and offspring (pups) over the course of the experiment. *Solid lines* represent female pups *n* = 3 (control), *n* = 8 (PAT1), *n* = 9 (PAT3) and dams; *dotted lines* are male pups; *n* = 9 (control), *n* = 9 (PAT1), *n* = 10 (PAT3). Statistical analysis performed using two-sample *t*-test with Monte Carlo permutations, for statistical significance, see Supplementary Table 1. **c** Unweighted UniFrac analysis of fecal specimens of pups and dams visualized by principal coordinate analysis (PCoA). The three components explain 42.3% of the total variance. **d** Intergroup unweighted UniFrac distances averaged over independently drawn sample pairs (subsampled without replacement and replicated 999 times) for the time points and groups shown in **c**, shading indicates initial period of antibiotic exposure (for statistical significance, see Supplementary Table 2). **e** Mean relative abundance of taxa in control, PAT1 and PAT3 groups over the course of the experiment in fecal (over time), cecal and ileal samples

Exposure to PAT1 and PAT3 regimens early in life altered intestinal microbial community composition and dynamics. After PAT1, both phylogenetic diversity and community evenness were decreased, persisting for > 6 weeks, with more extensive changes in the PAT3 mice **(**Fig. 1b, Supplementary Fig. 1a and Supplementary Table 1 **)**. After weaning, the microbial communities in the PAT1 and PAT3 groups are similar until the additional antibiotic courses in the PAT3 group (Fig. 1c). However, 2 weeks after the final antibiotic pulse, the PAT3 microbial communities reverted to the PAT1 community state (Fig. 1c). Inter-group community variation was higher in both the PAT1 and PAT3 groups compared to control, indicating that the greatest effect was from the first antibiotic course **(**Fig. 1d, Supplementary Fig. 1b and Supplementary Table 2). At P52, 13 days after the final PAT3 exposure, bacterial load was decreased compared to control, but the PAT1 group had recovered (Supplementary Fig. 1c). Using either one or three antibiotic courses decreased relative abundances in the Bacteroides family S24-7, genus *Bifidobacterium*, and segmented filamentous bacteria (SFB), and increased relative abundances in Enterobacteriaceae and *Akkermansia* **(**Fig. 1e and Supplementary Fig. 1d–e). In contrast to pups, adult females, ~12 weeks of age, exposed to one antibiotic pulse showed intermediate effects on microbial phylogenetic diversity and community composition (Fig. 1b, c). The adult mice showed improved microbial community recovery compared to the antibiotic-exposed pups, shown by a decrease in inter-group UniFrac distance in PAT vs control (Fig. 1d). As in the pups, by sacrifice there was no effect on the total bacterial load 50 days after the PAT1 exposure in the dams **(**Supplementary Fig. 1c). Taken together, these findings indicate that a single antibiotic course, early in the mouse life, is sufficient to lead to long-term alterations on intestinal microbial communities, greater than in adult mice.

### Effects of macrolide courses on host immune features

Since our prior studies of PAT showed substantial changes in gene expression in the ileum^16^, consistent with predictions based on the role of the microbiota in conventional vs germ-free animals^17^, we first assessed the effect of the number of antibiotic courses on ileal gene expression. Unsupervised hierarchical clustering of differential ileal genes revealed strong antibiotic exposure signatures, with all of the PAT mice segregating from the controls (Fig. 2a and Supplementary Data 1). Compared with controls at P52, after FDR correction, 148 genes were differentially expressed in either of the two PAT groups; 137 (93%) were in the PAT3 mice, with 63 shared with PAT1 and 10 unique to the PAT1 mice (Fig. 2a). Thus, although the greatest effects occurred in the PAT3 mice, even a single PAT course affected gene expression, continuing > 40 days after the last exposure.

**Fig. 2:**
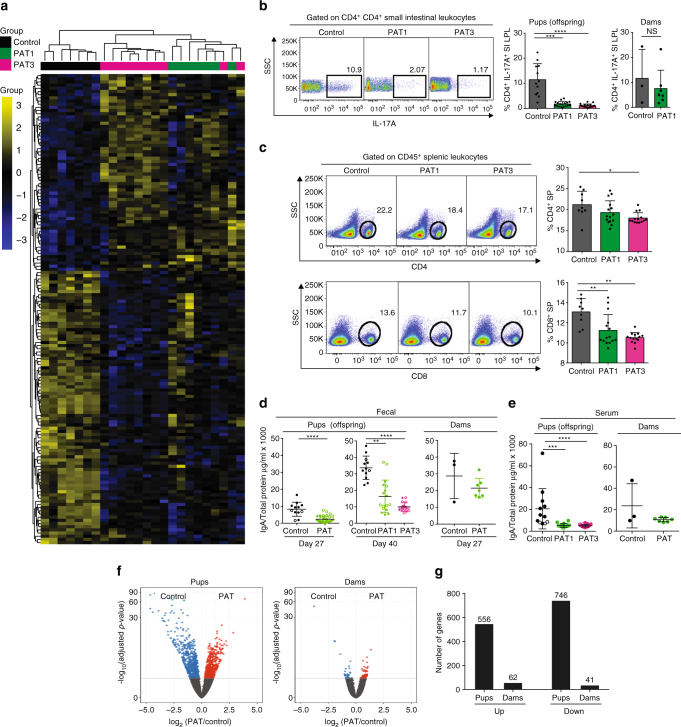
Administration of one or three macrolide courses alters ileal gene signatures and T-cell populations. **a** Heatmap with unsupervised clustering of FDR-corrected, differential ileal gene expression profiles using Nanostring technology (Control (*n* = 7), PAT1 (*n* = 8) and PAT3 (*n* = 9)). After one-way ANOVA, Tukey HSD multiple comparison testing and FDR-correction, 148 genes remained significantly different between the groups. **b** Mean (±SD) frequency of small intestine lamina propria lymphocytes after PAT1, PAT3 or control exposure. Cells were isolated at sacrifice from pups (mean P52) and their respective dams (P61). Populations were gated on live CD45^+^CD4^+^ cells, and representative frequencies of CD4^+^IL17A^+^ cells shown. **c** Frequency of splenic lymphocytes after PAT1, PAT3 or control exposure. Cells were isolated from pups at sacrifice, gated on CD4^+^ and CD8^+^ populations, and representative frequencies shown. Data compiled from three experiments (*n* = 9–19 mice/group). **d** Secretory IgA (μg/ml) (mean ± SD) in fecal samples of control and PAT-exposed dams at P27 and their pups at P27 and P40. **e** Serum IgA (μg/ml) (mean ± SD) in control and PAT-exposed mice in pup and dam samples at mean P52 or P61, respectively. For panels (**b**–**e**) significance testing performed using the Mann–Whitney non-parametric test or the Kruskal–Wallis non-parametric test used with Dunnett’s multiple comparisons test. **f** Volcano plots showing significant global ileal transcriptomic alterations in pups and dams, determined by RNAseq; *n* > 16,000 genes examined, control (*n* = 3) and PAT (*n* = 6) dams, respectively; control (*n* = 3) or PAT (*n* = 4) pups. **g** Differentially expressed genes in relation to PAT exposure in P52 pups, and their dams at P61, determined by RNAseq, and depicted by direction of differences. For all panels: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

Since a single PAT treatment showed significant decreases in genes involved in immunity, we asked whether the antibiotic exposure altered local and peripheral T-helper populations. Total numbers of small intestinal lamina propria (SI-LP) and splenic leukocytes were not significantly different between the control, PAT1 and PAT3 pups (*p* > 0.05, Kruskal–Wallis non-parametric test used with Dunnett’s multiple comparisons test) (Supplementary Fig. 1g). However, intestinal CD4^+^ IL17A^+^ lymphocytes were decreased in both pup groups, with no differences in the dams (Fig. 2b), Th1 (CD4^+^ IFNγ^+^)-expressing cells were not affected but in the PAT3 group, Foxp3^+^ regulatory T cells were increased (Supplementary Fig. 1h). Splenic CD8^+^ lymphocytes were reduced in both pup groups, while CD4^+^ cells were decreased after PAT3 exposure (Fig. 2c).

Due to known roles of the microbiome and Th17 lymphocytes on IgA expression, we next asked whether the single antibiotic course affected mucosal and systemic IgA levels. In the pups, at P27, after both PAT groups had received only a single course, fecal sIgA levels were lower than in the control mice (*p* < 0.001; Kruskal–Wallis non-parametric test with Dunnett’s multiple comparisons test) (Fig. 2d). By P40, sIgA levels rose in the controls as expected, reflecting increased PIGR-mediated active transport^18^, but was lower in the PAT1 group, and more so in the PAT3 mice; however, this phenomenon was absent in the PAT-dams (Fig. 2d). We also assessed fecal sIgA levels in the control and PAT dams before treatment to determine if there was variability in sIgA expression that could have mitigated the PAT-induced sIgA effects in the dams and her subsequent offspring. Fecal samples collected before breeding and during gestation showed no differences in fecal sIgA in dams that later were randomized into control and PAT groups (Supplementary Table 3). At sacrifice, IgA levels in serum were decreased in both the PAT1 and PAT3 pups, but not in their PAT1-exposed dams (Fig. 2e).

Since the dams of the PAT1 pups were exposed at the same time to the single antibiotic pulse but were adults rather than neonates (Fig. 1a), we examined whether host age at antibiotic exposure affected gene expression. Using RNAseq to compare global ileal gene expression between control and PAT-exposed animals, we found fewer differentially expressed genes in the dams than in the parallel comparisons of the pups (Fig. 2f, g). In total, only 47 of the 103 genes that were different between PAT and control mice were shared by the PAT-exposed dams and pups. Using Ingenuity Pathway Analysis, we examined the differentiating pathways that were shared between pups and dams. Of the 12 most significant gene expression pathways differentiating the PAT and control pups, most affected immune processes and were down-regulated. However, in the PAT dams, essentially all significant pathways were up-regulated genes and related to metabolic processes (Supplementary Table 4).

In total, a single antibiotic regimen was sufficient to alter mucosal and systemic immunological markers in the pups; comparisons with their similarly exposed dams provide evidence that the host effects depended on the age at exposure.

### Microbiota presence is necessary for PAT effects

In addition to their anti-bacterial activity, macrolides are also known for immunomodulatory properties^19, 20^. To determine if the observed immunologic effects were due to the direct effects of the antibiotic on the host, or due to antibiotic-induced changes in the microbiome, we exposed germ-free (GF) mice with the same P5-10 tylosin pulse (PAT) or not (control), and followed mice until sacrifice at P50 (Fig. 3a); in parallel, we exposed SPF mice to PAT or not. As we now expected in the PAT-exposed SPF mice, microbial diversity, community structure, and composition were altered throughout the experimental course **(**Fig. 3b, c **)**.

**Fig. 3:**
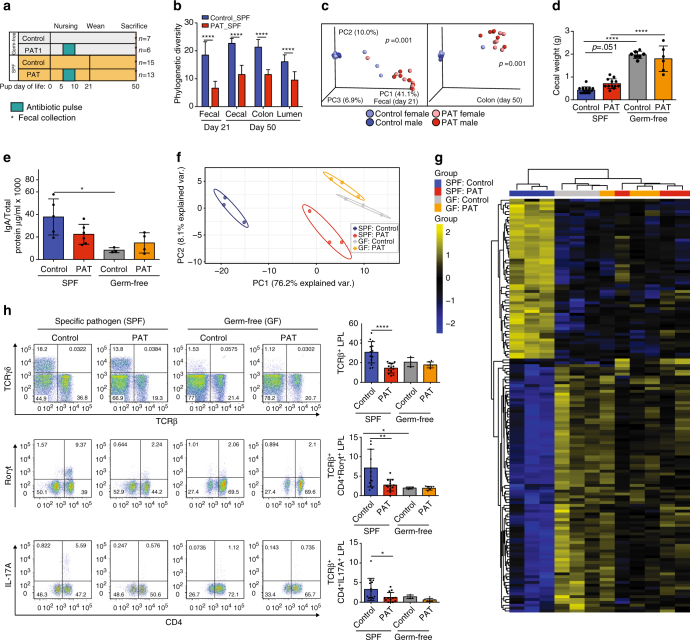
Physiologic effects of PAT in germ-free and conventional specific pathogen-free mice. **a** Study design: Germ-free (GF) and Specific pathogen-free (SPF) C57BL/6 mice were treated with one course of tylosin on P5 for 5 days; SPF mice (control (*n* = 15), PAT (*n* = 13)), GF mice (control (*n* = 7)), (PAT (*n* = 6)). All mice were sacrificed at P50. **b** Mean (±SD) unrarified α-diversity using the phylogenetic diversity (PD) metric of fecal samples at P21 and cecal and luminal contents at P50 in control and PAT SPF mice. Statistical analysis performed using two-sample *t*-test with Monte Carlo permutations, for statistical significance, see Supplementary Table 1. **c** Unweighted UniFrac analysis of fecal specimens in male (*darker circles*) and female (*lighter circles*) PAT or control SPF mice, depicted by principal coordinate analysis (PCoA). The three components explain 58% in total variance. Statistical analysis performed using an Adonis test, *p* = 0.001. **d** Aggregate cecal size in SPF and GF mice at P50 (mean (±SD)). **e** Secretory IgA (mean (±SD)) in luminal contents of offspring at P50, SPF mice (control (*n* = 5), PAT (*n* = 6), GF mice (control (*n* = 3), PAT (*n* = 4)). **f** PCoA of differential gene expression profiles in GF and SPF Control and PAT-exposed groups, with 76.2 and 8.1 % of the variance represented in PC1 and PC2, respectively. **g** Heat map of unsupervised hierarchal clustering of differential ileal gene expression profiles. After one-way ANOVA, Tukey HSD multiple comparison testing and FDR-correction, 145 genes were differentially expressed either between control vs PAT SPF, or GF vs SPF control groups (*n* = 3/group). **h** Frequency of small intestine lamina propria lymphocyte (LPL) populations in PAT-treated GF and SPF mice (mean (±SD)). Intestinal LPLs were isolated from offspring at sacrifice. Representative flow cytometry plots were gated on live TCRβ^+^ cells, with frequencies of TCRβ^+^, IL17A^+^CD4^+^, and Rorγt^+^CD4^+^ cells shown. Data are compiled from two experiments. Statistical analysis performed using the Kruskal–Wallis non-parametric test with Dunnett’s multiple comparisons test. For all panels: *p < 0.05, **p < 0.01, ****p < 0.0001

Cecal size was increased in GF mice, as expected, and trended larger in the PAT-exposed SPF mice (Fig. 3d). At sacrifice, cecal sIgA levels in the GF-control mice were lower than the SPF-control group, as expected, confirming the important role of the microbiota in priming the sIgA response^21^; sIgA levels in the PAT-exposed and unexposed GF mice were not different (Fig. 3e **)**, indicating lack of direct antibiotic effect.

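Ileal RNA from 12 mice of this experiment, 3 in each of the 4 groups, was measured at P50 with the NanoString nCounter GX mouse immunology panel, an assay that counts hybridized reporter probes digitally, without sequencing. The groups were SPF control, SPF PAT, GF control and GF PAT. Tylosin was given in the drinking water at 333 mg per l, meant to reach about 50 mg per kg per day, for 5 days from P5. The PAT mice were nursing pups at that age, and the paper describes the first course as reaching pups through their dams. The dose that the pups received is not given. The sample labels give the age as week 7 and the RNA extraction as TRIzol followed by an RNeasy cleanup, whereas the paper gives the age as P50 and its methods name the miRNAeasy kit. The authors normalized the counts using DESeq2 and log2 transformed them, and the values used here are these log2 normalized counts, 1 per gene and mouse. Values were given for 556 genes, and a further 28 entries of the table, namely 14 reference genes, 8 negative control probes and 6 positive control probes, held no value. Scaling by reference genes and a background limit from negative controls were therefore not analysed here. After removal of the log2 and of 1 size factor per mouse, between 0.830 and 1.25, every value lay within 0.01 of a whole count, and a count of 0 was written as 0 on the log2 scale. The total count per mouse ranged from 806043 to 923395 in SPF control mice (median 839510) and from 600308 to 671692 in SPF PAT mice (median 607748). In GF control mice it ranged from 626329 to 681370 (median 661026), and in GF PAT mice from 631071 to 674188 (median 635610). The 3 SPF control mice had higher totals than each of the other 9 mice (exact permutation test over 220 choices of 3 mice, two-sided p = 0.00455). The 10 most abundant genes took 40.6 to 47.5% of the counts of a mouse, and 541 genes had a count in every mouse. For 117 genes the mean log2 value was below that of a normalized count of 20, where counting error is largest. The log2 values were tested as given, without a filter, in limma 3.58.1 with 1 mean per group, and p-values were adjusted over the 556 genes by the Benjamini-Hochberg method with a threshold of 0.05. Genes are named by the symbols of the table, 537 of which match current symbols of the mouse RefSeq table of GRCm38.p6 and 16 an older name. No positions are given, because the panel's files name no genome build. The SD between mice of a group was 0.301 log2 units for the median gene. The labels and the paper name no litter, cartridge or assay batch for these mice, so such batches could not be examined. According to the paper, dams were assigned to treatment together with their litters, and weaned mice were separated by sex and treatment. Mice of a group may therefore share a litter or a cage. The tests here take each mouse as independent, so their p-values may be too small. In simulated counts of the same design with 200 of 556 genes changed, limma recovered 79% of the changed genes, and 5 of its 163 calls were unchanged genes. It recovered 69% of the genes changed by 1 log2 unit and 89% of those changed by 2.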

To assess potential PAT effects on immunologic development, we examined ileal gene expression in the four study groups at P50. Between all groups, 145 genes examined were different. 

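In limma's F-test over the differences among the 4 groups, 184 of the 556 genes (33.1%) had an adjusted p under 0.05, and the smallest adjusted p was 4.70e-05. Of these genes, 5 passed neither the comparison of SPF control with GF control mice nor that of SPF PAT with SPF control mice. The adjustment moved this count most, since 66 genes passed the methods' one-way analysis of variance with Benjamini-Yekutieli adjustment and 173 with Benjamini-Hochberg adjustment. Of the latter, 145 also passed Tukey HSD for SPF control against GF control or SPF PAT against SPF control mice, a combination chosen after the values had been seen. Without SPF control mouse 7 the F-test gave 84 genes, and without SPF control mouse 2 it gave 90.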

Between the (antibiotic-free) control SPF and control GF mice, 141 (26%) of the 547 genes were different, reflecting the expected profound influence of the GF state on immunological development^4^. 

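In the comparison of SPF control with GF control mice, 234 of 556 genes (42.1%) had an adjusted p under 0.05 in limma, 108 of them higher and 126 lower in SPF control mice. Of the 234, 99 also differed by at least 1 log2 unit, 72 of them higher and 27 lower. With each mouse centred on its median, 226 genes were past the threshold, 57 higher and 169 lower. The mice of the groups did not overlap for 290 genes (52.2%), where chance gives 10%. The alternative that moved the count most was the methods' analysis of variance and Tukey HSD with Benjamini-Yekutieli adjustment, with 49 genes, against 142 with Benjamini-Hochberg adjustment. The genes with the largest rise and the largest fall, among those past the threshold and without overlap between the mice of the 2 groups, were as follows. The probe Saa1_2 bears the names of the paralogs Saa1 and Saa2 and does not separate them. It had 14.3 ± 0.633 log2 normalized counts in SPF control mice and 7.91 ± 0.210 in GF control mice (mean ± SD, n = 3 each). The difference was 6.38 (standard error 0.51, adjusted p = 3.73e-05). Gzmb, the granzyme B gene, was higher by 3.48 (standard error 0.25, adjusted p = 1.64e-05), with 8.38 ± 0.343 in SPF control mice and 4.90 ± 0.191 in GF control mice. Ccl5, a chemokine gene, was higher by 2.87 (standard error 0.29, adjusted p = 0.000156). Abcb1a, an ATP-binding cassette transporter gene, had a difference of -2.82 (standard error 0.19, adjusted p = 1.64e-05), with 12.2 ± 0.0993 in SPF control mice and 15.0 ± 0.251 in GF control mice. Fkbp5, which encodes an FK506 binding protein, differed by -2.40 (standard error 0.15, adjusted p = 1.64e-05), and Mme, which encodes membrane metallo endopeptidase, by -2.31 (standard error 0.21, adjusted p = 7.08e-05). The 3 SPF control mice lay apart from the 3 GF control mice for these 6 genes because the choice required it. For each of the 6 the direction and the call remained with each of the 12 mice left out in turn.

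**Figure D1:**
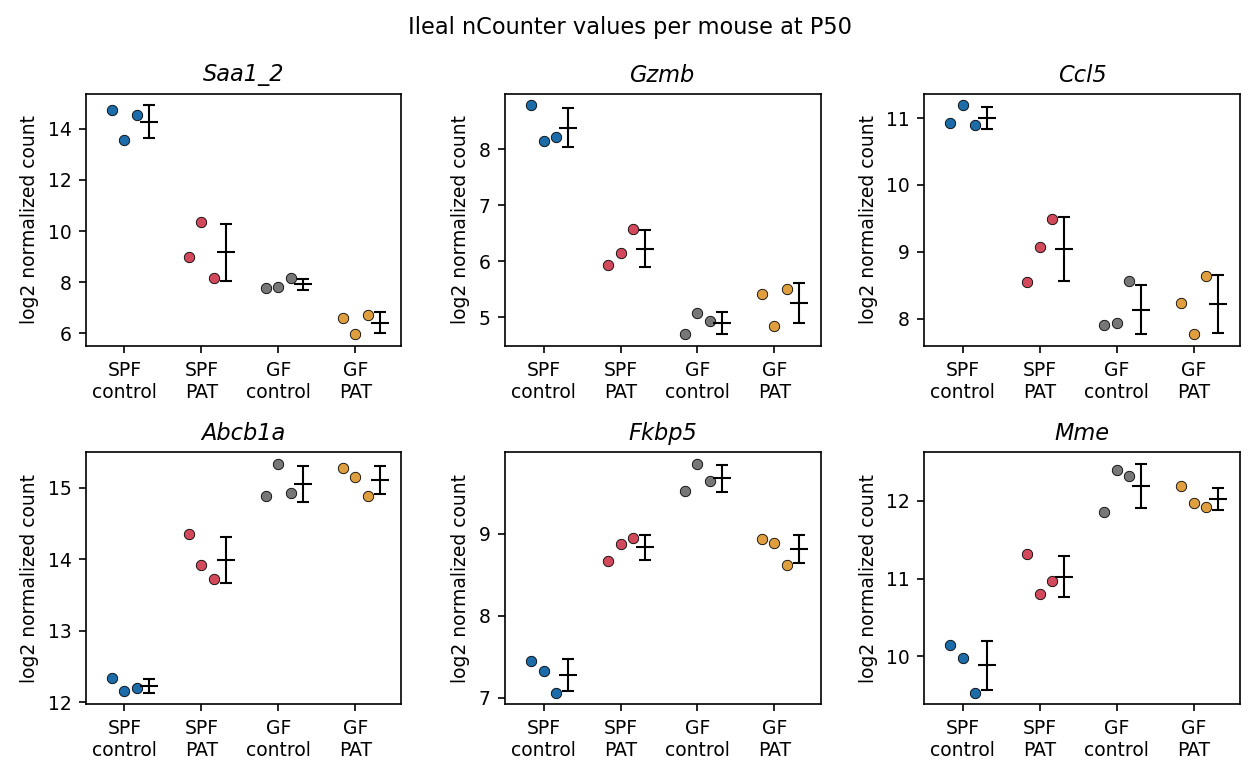
Log2 normalized counts of Saa1_2, Gzmb, Ccl5, Abcb1a, Fkbp5 and Mme on the y axis for the 4 groups on the x axis, with 1 point per mouse and the mean and SD (n = 3) beside the points. The SPF control mice lie above the GF control mice for Saa1_2, by 6.38 on average, for Gzmb and for Ccl5, and below them for Abcb1a (a difference of -2.82), for Fkbp5 and for Mme.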

In aggregate, the gene expression profile of the antibiotic-unexposed SPF mice (normal) clustered far apart from the SPF-PAT-exposed, and the germ-free mice (Fig. 3f). 

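A principal component analysis of the 184 genes different among the groups, centred and scaled per gene, placed 75.8% of the variance on PC1 and 7.40% on PC2. On PC1 the SPF control mice had a mean score of 18.4 ± 2.49 (SD, n = 3), with scores between 15.5 and 20.1. The PC1 score was -2.26 ± 3.78 in SPF PAT mice, -10.1 ± 4.02 in GF control mice and -6.00 ± 2.91 in GF PAT mice (SD, n = 3 each). The highest score outside the SPF control group was 1.84, in SPF PAT mouse 21, so the distance of the SPF control mice from the other mice was larger than the spread within any group. On PC2 the means were -3.91 ± 3.65 in SPF PAT mice and 4.24 ± 1.88 in GF PAT mice. These genes were selected for differing among the groups, and with all 556 genes PC1 held 48.4% and PC2 17.7% of the variance.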

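The 12 mice were also ordered in a tree by complete linkage on Euclidean distances, the defaults of the pheatmap package, from the genes different among the groups after scaling per gene. Divided in 2, the tree separated the 3 SPF control mice from the other 9. The smallest branch that held all 6 GF mice held 9 mice. The 3 SPF PAT mice joined GF PAT mice 41, 42 and 43 and GF control mouse 37 at a height of 15.0. GF control mice 38 and 39 joined them only at 19.7. The place of the SPF PAT mice changed with the method. With average linkage, with Ward's linkage, with 1 minus Pearson's correlation as the distance, and with genes centred but not scaled, the 6 GF mice had a branch of their own. With 1 minus Pearson's correlation, SPF PAT mouse 21 joined the SPF control mice, so that the tree divided in 2 separated 4 mice from the other 8. With all 556 genes the branch again held 9 mice. In the first tree the PAT-exposed and control GF mice were not apart from each other, since GF control mouse 37 joined GF PAT mice 41 and 42 at a height of 9.35.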

By unsupervised hierarchical clustering, all GF mice, whether or not PAT-exposed, formed a single cluster **(**Fig. 3g and Supplementary Data 2 **)**, indicating lack of macrolide effect in mice without microbiota. In contrast, SPF mice showed the expected strong PAT effect compared to the unexposed controls; importantly, the profiles for PAT-exposed SPF mice clustered with the GF mice, and not with the SPF controls (Fig. 3g), even 40 days after the antibiotic exposure, indicating a persistent effect. 

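The distance of each mouse from the GF control mice was measured as the mean Euclidean distance of its log2 values to theirs. All 556 genes were used, so that none was chosen for the difference. SPF control mice lay at a distance of 28.7 ± 3.12 (SD, n = 3) and SPF PAT mice at 19.5 ± 3.24 (SD, n = 3), a ratio of 0.681. Each SPF PAT mouse was nearer than each SPF control mouse (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow). GF control mice lay at 18.7 ± 2.42 from one another and GF PAT mice at 19.0 ± 3.42 from GF control mice (SD, n = 3 each). SPF PAT mice 27 and 26, at 17.6 and 17.7, lay within the range of the GF mice, which was 15.1 to 21.5, and SPF PAT mouse 21, at 23.3, lay beyond it. The mean log2 value of a list of B and plasma cell genes was 5.35 and 5.60 in SPF PAT mice 27 and 26 and 8.16 in mouse 21. It was 5.35 to 7.70 in GF control mice, and 7.01 to 8.10 in the GF PAT mice, which were also near. Whether the distances follow the amount of lymphoid tissue sampled was not tested. With genes past the threshold among the 4 groups only, the ratio was 0.445, the value farthest from the one above among the alternatives. Measured to the GF PAT mice instead, a choice made after the values had been seen, the distance was 25.2 ± 1.31 for SPF control mice and 21.5 ± 4.66 for SPF PAT mice (SD, n = 3 each), a ratio of 0.853. There the groups overlapped (exact permutation test, two-sided p = 0.3), with 16.2 in SPF PAT mouse 21 and 23.6 and 24.8 in the other SPF PAT mice, against 24.4 to 26.7 in SPF control mice. Single genes still differed between SPF PAT and GF mice. In limma, 12 of 556 genes had an adjusted p under 0.05 against GF control mice, 8 higher and 4 lower in SPF PAT mice. Against GF PAT mice there were 8 genes, 5 higher and 3 lower. The first of these counts was 1, the gene Tigit, without SPF PAT mouse 26, and likewise without GF control mouse 38. The comparison with GF PAT mice was added after the values had been seen. Under Tukey HSD with Benjamini-Hochberg adjustment only Lcp2 and Tigit were past the threshold against GF control mice and only Nfil3 against GF PAT mice. In limma, Tigit was higher in SPF PAT than in GF control mice by 1.52 (adjusted p = 0.00691) and Nfil3 was higher in SPF PAT than in GF PAT mice by 1.80 (adjusted p = 0.00155). These genes were chosen for this comparison after their values had been seen.

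**Figure D2:**
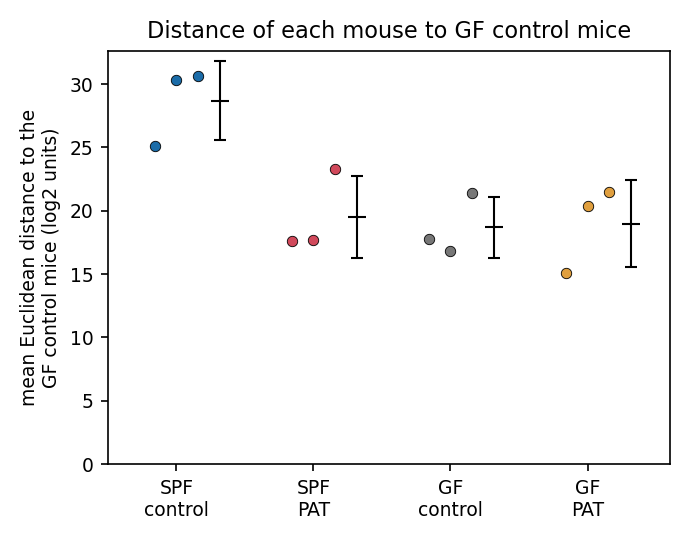
Mean Euclidean distance of each mouse to the GF control mice over 556 genes, in log2 units, on the y axis for the 4 groups on the x axis, with 1 point per mouse and the mean and SD (n = 3) beside the points. SPF PAT mice lie between 17.6 and 23.3, below the SPF control mice at 25.1 to 30.6.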

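In the comparison of SPF PAT with SPF control mice, 146 of 556 genes had an adjusted p under 0.05 in limma, 78 higher and 68 lower in SPF PAT mice. Of the 55 that also changed by at least 1 log2 unit, 9 were higher and 46 lower. With each mouse centred on its median, 106 genes were past the threshold, 76 higher and 30 lower. With only the 2 groups compared, 31 were higher and 45 lower, so the balance of directions depended on the setting. The groups did not overlap for 228 genes (41.0%, with 10% given by chance). The count depended on single mice, with 64 genes without SPF control mouse 2 and 75 without SPF control mouse 7. It was 73 without SPF PAT mouse 27, 89 without SPF PAT mouse 26 and 232 without SPF PAT mouse 21. It was 6 with the methods' analysis of variance and Tukey HSD under Benjamini-Yekutieli adjustment, the alternative that moved it most, and 55 under Benjamini-Hochberg adjustment. Of the 146 genes, 135 were also past the threshold between SPF control and GF control mice. Across genes, which are not independent replicates, the 2 differences had a Pearson correlation of -0.92. Both use the same SPF control mice, and 100 simulations of unchanged groups that share a control gave a median correlation of -0.50 and a lowest of -0.65. The 2 differences had opposite signs in 89.7% of the 556 genes, where these simulations gave a median of 66.5% and a highest share of 70.5%. Saa1_2 fell by 5.12 on the log2 scale (standard error 0.51, adjusted p = 0.000541), to 9.16 ± 1.11 in SPF PAT mice (SD, n = 3). Abcb1a rose by 1.76 (standard error 0.19, adjusted p = 0.000765), to 14.0 ± 0.322. Bst1 rose by 1.77 (standard error 0.26, adjusted p = 0.00242), from 8.81 ± 0.227 in SPF control to 10.6 ± 0.214 in SPF PAT mice (SD, n = 3 each). Among the other genes with the largest changes past the threshold and without overlap, Cd5 had a change of -2.43 (adjusted p = 0.0318) and Mbl2 one of -2.30 (adjusted p = 0.0243, counts of 1 to 25). Cxcl15 rose by 1.76 (adjusted p = 0.0402, counts of 1 to 12). These 3 genes were not past the threshold under Tukey HSD, where their adjusted p was 0.198, 0.165 and 0.228. Between GF PAT and GF control mice, limma gave 0 genes at an adjusted p under 0.05 and 28 at an unadjusted p under 0.05, where chance gives 27.8. Tukey HSD also gave 0 genes, and limma's voom method on the recovered counts gave 1, Fkbp5. The smallest adjusted p in limma was that of Fkbp5, 0.121, for a change of -0.87 (standard error 0.15). It was followed by Tigit (0.85, adjusted p = 0.326) and Nfil3 (-0.74, adjusted p = 0.411). For each of these 3 genes the 3 GF PAT mice lay apart from the 3 GF control mice.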

Between the control and PAT-exposed SPF mice, multiple (*n* = 55) genes had differential expression, but in the GF mice, there were no genes that were differentially expressed between PAT and control. Thus, gene expression profiling supported the substantial broad immunological differences between the GF and SPF states, the similarity of PAT-exposed SPF to GF even > 40 days after the antibiotic exposure, and the lack of PAT effect in the GF state.

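Whether the PAT effect differed between SPF and GF mice was tested directly as the difference between the 2 effects in the same limma model. It was past the threshold for 95 of 556 genes, and in 91 of the 95 the effect was larger in SPF than in GF mice. Of the 95, 55 had a positive and 40 a negative difference, and of the 50 that also differed by at least 1 log2 unit, 15 a positive and 35 a negative one. With the variance of the methods' analysis of variance the count was 101 under Benjamini-Hochberg adjustment, 87 of them among the 95, and 1 under Benjamini-Yekutieli adjustment, the gene Fkbp5. It was also moved by single mice, from 35 without SPF PAT mouse 27 to 217 without SPF PAT mouse 21. Among the genes past the threshold, the largest differences between the effects were -3.62 for Saa1_2 (standard error 0.72, adjusted p = 0.0150), -2.87 for S100a8 (standard error 0.73, adjusted p = 0.0294, counts of 4 to 44) and -2.52 for Gzmb (standard error 0.35, adjusted p = 0.00467). The call of S100a8 was lost with median centring and with quantile normalization. From the separation of SPF control from GF control mice, the grouping of PAT-exposed SPF mice with GF mice (Fig. 3f, g) and the absence of differentially expressed genes between the GF groups, the paper concludes that the expression profiles supported 3 statements. These are broad differences between GF and SPF states, a similarity of PAT-exposed SPF mice to GF mice long after the exposure, and a lack of PAT effect in the GF state.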

We examined small intestinal lamina propria T-cell populations in the four groups of mice. As we now expected in the PAT-exposed compared to the (unexposed) SPF controls, TCRβ^+^, TCRβ^+^ CD4^+^ Rorγt^+^, and TCRβ^+^ CD4^+^ IL17A^+^ SI-LP lymphocytes were decreased (Fig. 3h). In the GF mice, all of these cell populations were depleted, without significant differences between PAT and untreated controls. Moreover, ileal immune gene expression, sIgA expression, and intestinal immune populations were substantially low in GF mice and were not further affected by PAT treatment. This work provides evidence that the immunological effects caused by early-life PAT in mice are not a direct antibiotic effect but an effect of an antibiotic-altered microbiota.

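Immune genes were grouped in 4 lists, written before the values were seen and compared between the groups with camera on the limma model, with a preset correlation of 0.01, with p-values adjusted over 12 tests. Relative to GF control mice, the genes of SPF control mice were higher by a median of 1.86 log2 units in the T cell list (15 of its 19 genes measured, adjusted p = 0.00126). The median was 1.51 in the antigen presentation list (15 of 20 genes, adjusted p = 0.00388) and 1.24 in the B and plasma cell list (15 of 16 genes, adjusted p = 0.0188). The Th17 list had a median of 1.503 (11 of 11 genes, adjusted p = 0.105). Of the measured genes, 9, 9, 3 and 5 in these lists, in the order given, were past the threshold over all genes, and 10, 9, 2 and 5 when adjusted over the list alone. Between SPF PAT and SPF control mice the medians were -1.38, -1.37 and -1.55, with adjusted p = 0.00126, 0.00126 and 0.00807, and -1.38 for the Th17 list (adjusted p = 0.151). In that comparison 7, 7, 3 and 5 genes were past the threshold over all genes and 7, 9, 2 and 6 when adjusted over the list alone. Between GF PAT and GF control mice the medians were 0.61 for the T cell list (adjusted p = 0.00351) and 1.19 for the B and plasma cell list (adjusted p = 0.0142). They were 0.35 for the antigen presentation list (adjusted p = 0.105) and 0.45 for the Th17 list (adjusted p = 0.151). In the GF groups 0 genes of the lists were past the threshold over all genes, and 0 when adjusted over the list alone. The rotation test fry, which allows for correlated genes, called all 4 lists in both SPF comparisons and none between the GF groups. With a correlation estimated from the data camera called none, all adjusted p being 0.355 or more. Among genes of the products that the paper measured or discussed, Cd8a was higher in SPF control than in GF control mice by 2.12 (adjusted p = 0.00116) and fell by 1.79 in SPF PAT mice (adjusted p = 0.00545). Il17a was higher by 1.68 (adjusted p = 0.00531) and fell by 1.38 in SPF PAT mice (adjusted p = 0.0217), with counts of 4 to 26, the latter call being lost under Tukey HSD, median centring and quantile normalization. Pigr was higher in SPF control mice by 0.77 (adjusted p = 0.0257), and not past the threshold under Tukey HSD, median centring or quantile normalization. Cd4 and Ptprc were higher by 0.70 and 1.12 in SPF control than in GF control mice, with adjusted p = 0.0916 and 0.0902. Foxp3 and Ifng differed by 0.12 and 0.04, with adjusted p = 0.799 and 0.949. Of these 7 genes, 3 were past the threshold over all genes between SPF control and GF control mice, 2 between the SPF groups and 0 between the GF groups, and likewise 3, 2 and 0 when adjusted over the list alone.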

### A PAT-altered microbiota is sufficient to impair immune features

Since a PAT-perturbed microbiota is necessary to impair host immunity, we next asked whether or not it is sufficient for the immunologic effects observed. We focused on changes in fecal sIgA, with the strong evidence from the prior experiments, and because we could obtain serial data from individual mice. To accomplish this, first we exposed mice to PAT or not (control) to serve as donors for microbiota transfer (Fig. 4a). On P12, we harvested cecal contents from the PAT and control mice as two separate pools, and gavaged these donor materials into P35 GF-recipient mice, conventionalizing them. For the first 6 days after transfer, all recipients had low sIgA levels **(**Fig. 4b **)**. Fecal sIgA levels started rising from post-transfer day 12 and leveled off after day 25. However, the area under the curve was significantly smaller in the recipients of the PAT-perturbed microbiota (random effects ANOVA, F_1,10_ = 43.36, *p* < 0.0001) (Fig. 4b). At sacrifice (day 77 after transfer), the recipients of the PAT-perturbed microbiota had lower splenic TCRβ^+^ populations than control recipients **(**Fig. 4c). The differential immunologic phenotypes were independent of microbial density **(**Supplementary Fig. 2a **)**, since 16S levels were similar for both recipient groups. Importantly, SFB were negligible in all samples until day 77 after transfer, so the early differential effects between the PAT and control microbiota recipients were SFB-independent **(**Supplementary Fig. 2b **)**. This study provides evidence that a PAT-perturbed microbiota (regardless of SFB status) is sufficient to impair host immunological development in recipient mice, involving both humoral and cell-mediated immune characteristics.

**Fig. 4:**
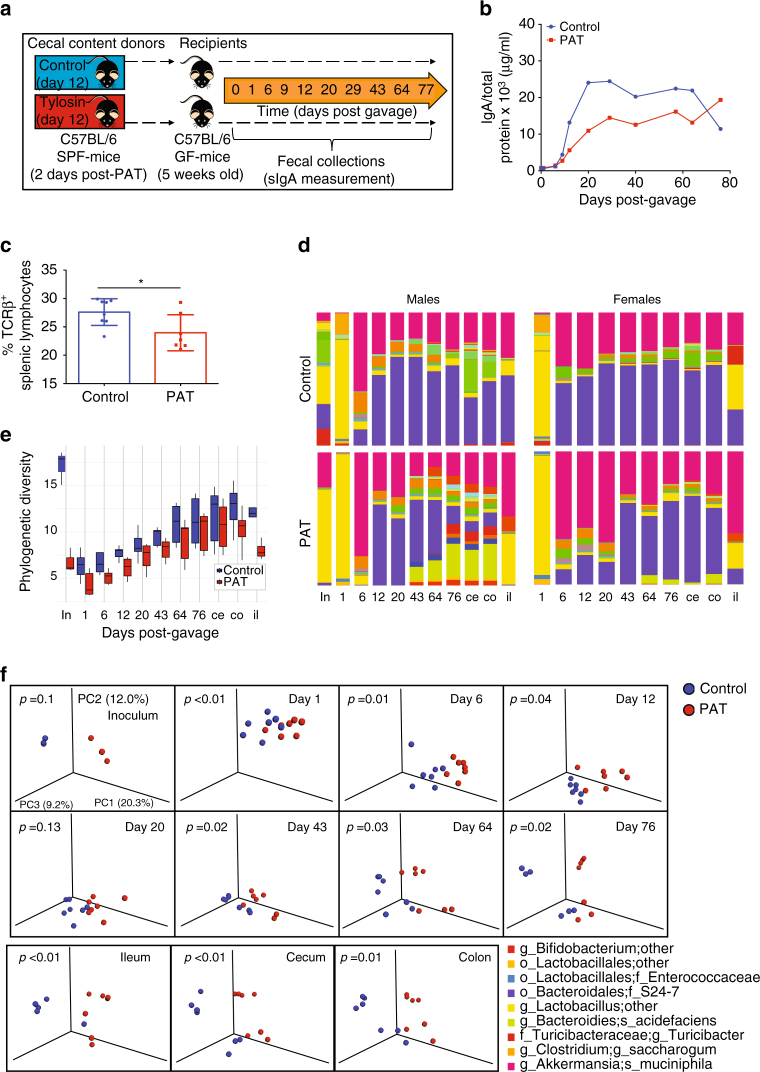
Dynamics of PAT-perturbed microbiota after transfer and effects on host immune phenotypes. **a** Study design: donor mice received non-acidified water alone (controls) or drinking water with tylosin (PAT) from P5 to P10 and were sacrificed at P12, then cecal contents were harvested and pooled. Germ-free (GF) C57BL/6 mice at P35 were gavaged with cecal contents from the P12 control or PAT-exposed donors (*n* = 7 per group). **b** Fecal secretory IgA from day 0 to 76 post-gavage in the now-conventionalized mice that had received control or PAT cecal contents. A random effects repeated measures analysis of variance (ANOVA) was used to test for differences in IgA values between the PAT and the control recipients, taking into account the correlated structure of the measurements within subjects, (F_1,10_ = 43.36, *p* > 0.0001). **c** Frequency of splenic TCRβ^+^ lymphocytes at sacrifice, 77 days post-gavage, (mean (±SD)). Statistical analysis was performed using the Mann–Whitney *U* non-parametric test; *p < 0.05. **d** Relative abundance of taxa in inoculum (in), fecal, cecal (ce) and colon (co) samples over the course of the experiment. **e** Median (±IQR) unrarified microbiota α-diversity over the course of the experiment in recipients of the control or PAT-perturbed inoculum, in fecal samples, or ileal (il), cecal (ce) and colonic (co) contents at sacrifice. **f** Unweighted Unifrac analysis of inoculum and fecal specimens from groups conventionalized with control (*blue*) or PAT-perturbed (*red*) microbiota, visualized in principal coordinate analysis (PCoA); the three components explain 43% of the total variance for each panel. Statistical analysis of intergroup UniFrac distances performed by Adonis test, with *p*-values shown

### Dynamics of antibiotic-perturbed microbiota after transfer

We next assessed how microbial communities re-assemble in naive (GF) recipients to detail differences due to an inoculum that had been antibiotic-perturbed in the prior host (Fig. 4d, e and Supplementary Fig. 2c). Fecal samples were collected serially after gavage to evaluate the characteristics of the microbiota after transfer and to determine whether the PAT and control microbiota remain distinct. The inoculum from the PAT-exposed donors had lower phylogenetic richness and evenness than the inoculum from the controls **(**Fig. 4e, Supplementary Fig. 2c and Supplementary Table 1), reflecting the strong immediate PAT effects. With conventionalization, both inocula colonized the recipients with similar efficiency, with stable total bacterial levels reached by day 12 post-transfer **(**Supplementary Fig. 2a **)**; however, community α-diversity, composition and community structure markedly differed (Fig. 4d, e and Supplementary Fig. 2d). One-day after transfer, α-diversity in fecal samples fell for both groups of recipients, and then progressively increased until the time of sacrifice (Fig. 4e and Supplementary Table 1). However, community evenness was lower in the PAT-conventionalized mice until day 43, and remained lower in the ileum at sacrifice (Supplementary Fig. 2c and Supplementary Table 1). The community structures of the control and PAT inocula were distinct, and fecal samples in the recipients were different from day 12 after transfer through the experiment’s end **(**Fig. 4f **)**. PAT-conventionalized mice exhibited sex-specific differential taxonomic profiles beginning 6 days after transfer and remaining until the end of the experiment; nonetheless, community diversity in these mice remained distinct from control. These consistent differences indicate the fidelity of the microbial compositions colonizing naïve hosts over a period of months. The initial microbiota colonizing the control inocula recipients were enriched in *Ruminococcus* and Erysipelotrichaceae species, S24-7, and *Dorea*, whereas the recipients of the PAT inocula had higher representation of *Akkermansia, Lactobacillus*, Rikenellaceae, and particular Clostridia species (Supplementary Fig. 2d). One day after transfer, genus *Lactobacillus* bloomed in both groups of recipients, showing their role as pioneers even in the absence of milk (Fig. 4d). Over time, in both recipient groups, Enterobacteriaceae, *Akkermansia* and family S24-7 bloomed, with greater S24-7 abundances in the controls (Fig. 4d).

### IgA-coated bacteria after control or PAT microbiota transfer

The transfer experiment allowed exploring the interplay between the PAT-induced sIgA alterations and the microbial populations bound to sIgA. Using IgA-Seq, we identified sIgA-coated bacteria after the conventionalization with control or PAT microbiota. The community composition of the sIgA-recognized bacteria differed between the PAT and control microbiota recipients (Supplementary Fig. 3a). *Akkermansia* was highly abundant in the sIgA^+^ fractions from both PAT and control samples for most of the experiment, indicating a strong sIgA affinity to *Akkermansia* if present in the microbial community, independent of exposure **(**Supplementary Fig. 3b **)**. Next, using the IgA-coating index (ICI), we identified taxa highly represented in the sIgA-negative fractions, including family Lachnospiraceae, S24-7, and *Clostridium citroniae*, whereas genus *Lactobacillus* and a particular Clostridia taxon were consistently over-represented in the sIgA-positive fractions (Supplementary Fig. 3c, d). In the sIgA-positive fractions in the control inocula-recipients, there was enhanced recognition of S24-7, Dorea, Lactobacillus, Erysipelotrichaceae, Clostridial taxa and Mollicutes, but in the PAT microbiota-recipients, only *Bacteroides acidifaciens*, genus Sutterella, and certain Clostridia were enriched, and only late in the experiment **(**Supplementary Fig. 3d). In total, these results indicate that compared to control, the PAT inocula recipients have a distinct IgA repertoire associated with a markedly altered community of host-interactive bacteria.

### Associations between sIgA and microbial taxa

To assess the relationships between particular operational taxonomic unit﻿s (OTUs) and sIgA levels we applied multi-level, sparse PLS (sPLS) models. We focused on the fecal microbiota in the dosing experiment **(**Fig. 1 **)**, and used out-of-sample prediction of fecal microbes from the transfer experiment (Fig. 4) to drive model selection. Overall, 8 of the 53 OTUs commonly abundant in both experiments were selected by the sPLS model **(**Supplementary Fig. 4a, b **)**. Use of these taxa provided high goodness-of-fit (within sample *r* ^2^ = 0.77) and statistically significant model coefficients, at *α* = 0.05, and explained 31% of the sIgA variation from the transfer experiment. Three Lachnospiraceae family OTUs were negatively associated with ΔsIgA (Supplementary Fig. 4c), including *Clostridium hathewayi*, previously associated with reduced cytokine production in a murine colitis model^22^. Three OTUs showed PAT-dependent positive associations with ΔsIgA: Rikenellaceae, Enterobacteriaceae, and Lachnospiraceae/Blautia. The control-dependent ΔsIgA signature identified a *Bifidobacterium* sp. and a Clostridium genus (in the Erysipelotrichaceae family). In total, these analyses identify taxa individually associated with the altered sIgA phenotypes.

### PAT induces conserved microbial network topology alterations

Next, to define the effect of PAT-induced perturbations on the structure of microbe–microbe associations, we developed a network model based on combining analysis of the dosing experiment (Fig. 1) and transfer experiment (Fig. 4). We inferred networks using SPIEC-EASI and used the stability metric to rank confidence in individual edges for the transfer experiment networks. Using this ranking to generate an ROC curve, we compared the ranked edges from the transfer experiment against the ‘true’ corresponding edges from the dosing experiment using the set of OTUs common to both experiments. Between the two experiments, we could compare Control-Control, PAT1-all PAT, and PAT3-all PAT relationships. Assessing the maximum harmonic mean of Precision and Recall (the F_1_ score), more edges were recovered than expected by at-random prediction (dotted red line), under all conditions (Supplementary Fig. 4d). Overall, edges in the control mice were more likely to be recovered in the transfer experiment group (F_1_ = 0.75). PAT vs PAT1 resulted in higher edge recovery (F_1_ = 0.72) than PAT vs PAT3 (F_1_ = 0.62), the expected outcome of additional antibiotic pulses. These results indicate that together with composition, condition-dependent association networks were largely conserved across the fecal transfer experiments, and lead to the hypothesis that the networks themselves help establish the new communities that drive the observed phenotypes.

To further examine this hypothesis, we considered the global topological properties of the inferred networks. Using graphlet correlation distance as a global measure comparing networks, and using isometric MDS as an analytic tool, we inferred low-dimensional embedding of the microbial association networks (Fig. 5). Notably, as expected, there was linear separation between the two experiments, but we also observed linear separation between the Control and PAT conditions across the experiments. These findings indicate that while transfer of distinct entire microbial communities affects both composition and inferred network topology in the recipients, comparing higher order network structures also can reveal global, transferable patterns of association.

**Fig. 5:**
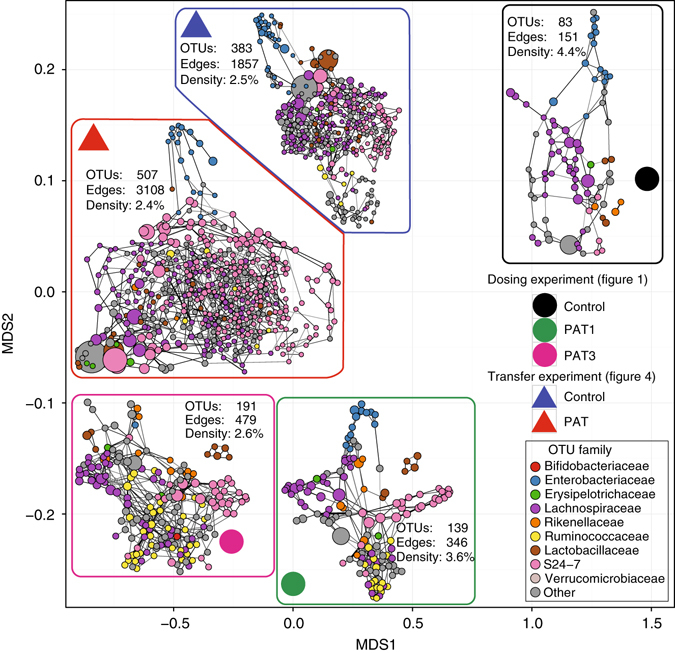
Network properties recapitulate experimental perturbation. Networks were inferred using the SPIEC-EASI pipeline. To compare graphs, a two-dimensional embedding of graphlet correlation distances (using multidimensional scaling (MDS)) was used with the network positions shown as *circles* (from the dosing experiment (see Fig. 1)) or *triangles* (from the transfer experiment (see Fig. 4)). The corresponding networks on the MDS plot were overlaid near their respective positions in the embedding, and shown in a force-directed layout. Within each graph, nodes are colored by OTU family, with size proportional to (geometric) mean abundance, and edge width proportional to confidence score, as determined by stability selection. Each panel shows the number of OTUs (identified as those present in > 20% of samples), corresponding number of edges and calculated edge density (predicted edges/number of pairs of nodes)

### Roles of keystone taxa in the community dynamics

We next hypothesized that antibiotic interventions promote network fragility by altering representation of keystone taxa that mediate multiple intra-community fitness interactions. As such, we asked whether overall network robustness mediated via the keystone taxa was affected by the differential exposures. To test this hypothesis, we used natural connectivity as a stability metric of the inferred networks after simulated network “attacks”. Considering theoretical keystone indices, we assessed network stability after removing OTUs ordered by degree or betweenness centrality **(**Supplementary Fig. 5a), or at random (as a control) **(**Supplementary Fig. 5b). In the random attack setting, overall networks inferred from the dosing (Dose) experiment (Fig. 1) were more robust than transfer (Trans) experiment (Fig. 4) networks. In the degree and betweenness-based attack schemes, the Dose-PAT3 networks were relatively fragile, and were at the same level as both groups from the transfer experiment **(**Supplementary Fig. 5a–d **)**. Within the groups from the dosing experiment, Control and PAT were equally robust in the random and degree-based removal approaches, but PAT1 was more fragile to betweenness-attack schemes. These results indicate that if experimental interventions (i.e. antibiotic exposure or transfer to new hosts) targeted bottleneck keystone taxa, communities would be destabilized.

Finally, we also considered the particular OTUs identified as potential keystone taxa in the SPIEC-EASI-inferred association networks. For each network, we identified the three highest-scoring OTUs that were both hubs (having high node degree) and bottlenecks (as characterized by the highest betweenness centrality) in the network **(**Supplementary Fig. 5e **)**. Despite the differences between the experiments revealed by the network topology and robustness analysis, the taxonomic identities of these species were conserved within treatment type, across both the dosing and transfer experiments; in Controls, these were Lachnospiraceae*, Blautia*, *Blautia producta*, and Enterobacteriaceae, but only S24-7 in PAT1. Taken together, these results allow the prediction that perturbation of these taxa impacts the stability of the overall community, especially since their keystone network attributes were conserved even after transfer into GF mice.

## Discussion

These mouse studies show that even a single macrolide antibiotic course with dosing that models those used in human children has effects well beyond the actual period of antibiotic exposure (see Fig. 6 **)** for schematic of all experimental details). In this murine model, we administer the first course of the macrolide, tylosin, which has a similar mode of action to the human macrolide antibiotics erythromycin, clarithromycin, and azithromycin, to developing pups through their nursing dams. This 5-day course is unlike other studies in which supertherapeutic levels of antibiotics were administered experimentally for several days to weeks to perturb immunological development^23^; we dosed to achieve the gastrointestinal levels that are typically observed in children given a macrolide to treat acute infections. The amount of antibiotic that reached the nursing pups was sufficient to alter microbial richness and structure, demonstrating its antibiotic effect and mimicking effects seen in human children after a single antibiotic course^24^. Using this model, we found that such a brief early-life antibiotic course altered community network topology, greatly perturbing microbial recovery for months. Such exposure, with important bearing on microbiota development, yielded altered ileal gene expression signatures and consequent immunological effects, in an age-specific manner, with much greater effects on pups than on their dams.

**Fig. 6:**
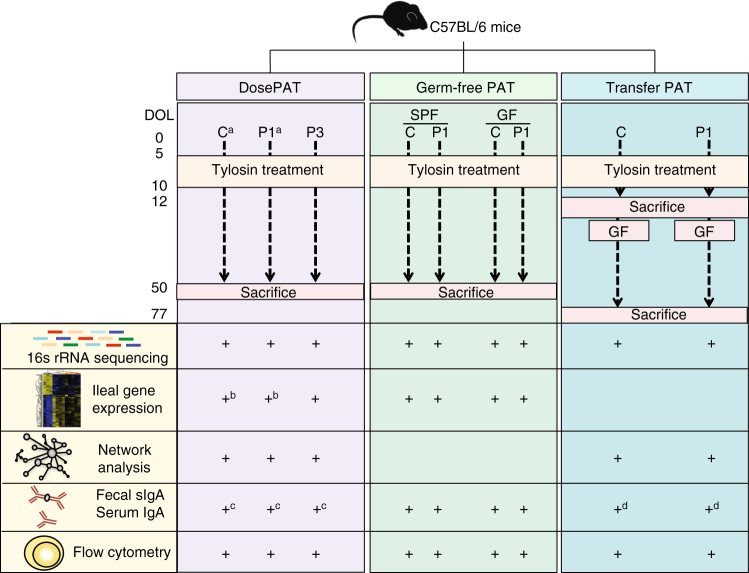
Schematic of the experiments performed in this study. Footnotes: All + refer to samples collected from pups, except: a, samples collected from both pups and dams; b, samples for RNAseq also collected from both pups and dams; c, serum collected at sacrifice from both pups and dams; d, IgAseq also performed in both groups of pups

The most consistent immunologic abnormalities observed were decreases in the frequency of SI-LP CD4^+^ IL17A^+^ lymphocytes and in intestinal sIgA secretion. Although we did not see major differences in other T-helper cell populations, nor specifically in expression of Th2-associated cytokines, early-life microbial perturbations may alter the cellular plasticity of CD4^+^ populations and may skew T-helper cell polarization, this point needs to be addressed in future studies.

Since Th17 cells may induce sIgA production^25^, one possibility is that the Th17 abnormality, upstream of sIgA, might directly reflect the microbiota shifts. Alternatively, both phenotypes might be secondary to a common upstream effector. Segmented filamentous bacteria (SFB) (“Savagella”) are microbes with important immunomodulatory properties^26^; however, the transfer study shows immunological effects that are SFB-independent. Although in this study the immunologic and microbial phenomena were observed in C57BL/6 mice, a recent publication demonstrated similar phenotypes after early-life, macrolide-induced microbial perturbation in a non-obese diabetic murine model^16^.

Macrolides may have direct immunomodulating effects^19^. However, their limited effects in germ-free mice, demonstrated by ileal gene expression analysis and T-helper cell profiles (Fig. 3), provide evidence that a microbiota is required for the effects we observe. These observations suggest that the main mechanism for the immunomodulating macrolide actions is via selective alterations in microbial composition. 

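In the ileum at P50, the median absolute log2 difference over 556 genes between PAT and control mice was 0.489 in SPF mice and 0.220 in GF mice. The largest absolute difference of a single gene was 5.12 in SPF mice and 3.44 in GF mice, the latter not past the threshold. Within GF mice the PAT and control groups did not overlap for 67 genes (12.1%), where chance gives 10%. In counts simulated for SPF PAT against SPF control mice, with 3 mice per group, limma recovered 69% of the changes of 1 log2 unit and 89% of those of 2, so changes of either size in single genes could also be missed in GF mice, for which no simulation was made.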

We interpret these findings as providing evidence that the immunomodulation effects in our model are primarily due to antibiotic-induced microbial community perturbations and not to direct tissue interactions, findings that may have relevance to prior studies^19, 27, 28^.

This body of work demonstrates how early-life macrolide treatment shapes the ecology of the microbiota. The bloom in *Akkermansia muciniphila* was consistently observed after antibiotic treatment in each experimental modality, this phenomenon may be due to a loss in competitor mucin-degrading bacteria^24^. An *Akkermansia* bloom has been seen in other PAT models^12, 16^ and has been associated with divergent host outcomes including improved metabolic phenotypes^29^, or alternatively, increased susceptibility to colitis.^30, 31^ The family Enterobacteriaceae was consistently increased after antibiotic treatment in this study, similar to previous observations after antibiotic treatment^32^ and may be important mediators of downstream immunologic phenotypes. The S24-7 family, with the recent proposed name “*Candidatus* Homeothermaceae”^33^, is dominant in control groups across experiments and is substantially decreased with antibiotic treatment. Members of the S24-7 family are targeted by sIgA^34, 35^, and their loss may alter sIgA labeling of the microbiota. The prominence of these taxa may reflect ecologic perturbations that allow opportunistic organisms to bloom, and/or they may play causal roles in the observed phenotypes. Since blooms in these taxa have been associated with phenotypic alterations in prior studies, this point needs resolution.

We show the effects of early-life antibiotic treatment on bacterial ecological succession after transfer to a microbe-naïve host. The distinct community structures acquired at transfer that persist for the experiment’s duration indicates the importance of founder effects from prior hosts. These in turn reflect the effects of the prior antibiotic-induced perturbations on ecological resilience and stability during succession^36, 37^. Such concepts also may be relevant to the transfer of microbiota at birth from mothers with recent antibiotic treatment, especially macrolides^13^.

Although the effects of three antibiotic pulses (PAT3) were greater, even a single brief early-in life course (PAT1) yielded multiple immunological effects, detected > 40 days after the exposure ended. Whether the exposure irrevocably altered immunological development or whether the effects reflect the persistence of an altered microbiota were not yet defined. However, the transfer experiment indicated that an altered microbiota was sufficient to convey delayed sIgA secretion, monitored over the course of the experiment, as well as immunological abnormalities 11 weeks after the conventionalization, in contrast to prior transfer studies with more brief observation periods^38, 39^.

Sex-specific differences in taxonomic profiles observed in the PAT-conventionalized group highlight the potential influence of sex hormones on the microbiota, which has been previously demonstrated in a mouse model of spontaneous type 1 diabetes and several human and other animal models^40–42^, and should be further studied. Conventionalization of germ-free mice with either control or PAT-perturbed microbiota shows the rapidity of developing altered phenotypes, with an sIgA difference emerging 12 days later. These studies confirm that unperturbed microbiota are critical for inducing normal sIgA expression^43^, and the IgA-SEQ studies provide definition of the relevant taxa.

All antibiotic exposures are not equal; our work shows differential effects based on host age, sex, and number of courses. Nevertheless, the antibiotic-induced phenotypes remained consistent across experiments, which increases the confidence in our findings. We propose that after antibiotic treatment in early life, key taxa are diminished or lost and replaced with taxa that are less interactive with the intestinal epithelium, reducing homeostatic expression of innate microbial sensors and ultimately leading to reduced Th17 differentiation, and secretory and systemic IgA expression.

Out-of-network analysis indicates differences in inferred microbial topology and supports the notion that antibiotic treatment decreases stability. From the perspective of ecological dynamics, this decrement partially explains why the observed decreases in diversity are stable both following antibiotic pulses and following transfer of antibiotic-perturbed microbiota to GF mice. Consistent with prior observations^44^, the network analysis suggests a model in which antibiotic effects are transmitted to the host only after perturbation through the network of interactions that comprise and enable stable gut microbial ecology. Further studying the interactions between key taxa identified here can better uncover the complex mechanisms underlying responses to antibiotic exposure^45^. The taxa that may potentially influence phenotype are natural targets for direct intervention, to either complement or mitigate antibiotic effects in future experiments, and to probe the mechanisms behind interactions within the microbial ecosystem. In addition, the relationship between putative keystone species and immunological roles will need to be addressed in a future study.

The observations seen in these studies, including changes in microbial populations, ileal gene expression, and cellular responses, demonstrate the overall impact of one early-life macrolide course on host microbial community networks and the conjunction with host immunity. The translation of these impacts on host physiology and health is not completely defined in this study; however. previous studies demonstrate that perinatal antibiotic exposure leads to increased susceptibility to allergic asthma and hypersensitivity pneumonitis^46, 47^, abrogates tolerance to dietary antigens^48^, and in non-obese diabetic mice accelerates the development of type 1 diabetes^16^. This work highlights potential downstream effects of early-life antibiotic treatment on microbial community networks and its relationship to host immunity and these principles are potentially translatable. Nevertheless, murine models are not always a proxy for effects in humans^49^.

Particular antibiotic classes, including both macrolides and β-lactams, have differential activities against anaerobic bacteria^50^. These studies provide evidence that even a single macrolide antibiotic course early in life leads to long-lasting effects on intestinal microbial community structure, network topology, and immune phenotypes. An antibiotic-perturbed microbiota alters microbial succession, and is both necessary and sufficient for impaired immune phenotypes. The dynamics of the ecological and physiologic changes suggest the importance of network stability, which may be especially at risk in early life.

## Methods

### Mice

All experiments were conducted with C57BL/6 mice. To generate the SPF litters for the dosing and germ-free experiments 7-week-old males and females were purchased from Jackson Laboratories (Bar Harbor, ME) and bred. The first litter of each dam was randomly assigned to an experimental group. Litters were weaned at 3 weeks of age, and segregated by sex and treatment group, 2–7 litters per treatment group, with a target sample size of 3–10 mice per treatment group based on prior studies. Germ-free mice were bred at NYUMC and maintained germ-free state. For the transfer experiment 5-week-old male and female germ-free C57BL/6 mice were colonized with PAT- or control microbiota conventionalizing them. Mice were fed a standard 10% kcal fat rodent chow (PicoLab Rodent Diet 20; LabDiet, Brentwood MO), and maintained on a 12-h light/dark cycle and allowed ad libitum access to food and water. All mouse experiments were approved by the New York University School of Medicine Institutional Animal Care and Use Committee (IACUC protocol no. 160613) and complied with federal and institutional regulations.

### Antibiotic exposures

The antibiotic regimen used was based on the prior PAT protocols^12, 16^; briefly, tylosin tartrate (Sigma Aldrich) was dissolved in non-acidified water at a concentration of 333 mg/l to achieve a dose of about 50 mg per kg body weight per day. This dose is therapeutic for rodents^51^ and mirrors the concentrations commonly used for human children for an acute infection^52^.

For all experiments dams and their litters were randomly assigned into antibiotic or control groups. In the dosing experiment control mice received non-acidified water, PAT1 and PAT3 groups received one tylosin course at day 5 of life for 5 days, through their mothers’ milk. The PAT3 cohort received an additional two pulses at days 27 and 36 for 3 days. In the germ-free PAT experiment, mice received autoclaved water alone (control) or containing tylosin at day 5 for 5 days. Autoclaving tylosin did not reduce its antibiotic potential. To assess the antibiotic activity of autoclaved tylosin water, we autoclaved tylosin in LB at three concentrations: 666, 333, and 166.5 μg/ml. Commensal bacteria that were macrolide-sensitive were inoculated to LB plates alone, or containing autoclaved tylosin, or filtered-sterilized tylosin, or LB alone. There was substantial bacterial growth on the LB alone plate, while LB plates with either filter-sterilized or autoclaved tylosin showed no growth on any plate, at all three antibiotic concentrations. We also used the autoclaved water in the exposure of conventionalized, specific pathogen free (SPF) mice to control for the effect of autoclaving tylosin in the germ-free mice. For the transfer experiment, mice were exposed to a single tylosin pulse at day 5 for 5 days, and cecal contents were collected from day 12 mice for transfer into germ free recipients; none of the recipient mice received any antibiotics. The investigators conducting subsequent assays were unaware of the study groups to which individual animals belonged.

### Microbiota transfer

For the transfer experiment, cecal contents were collected from donor mice that received PAT or non-acidified water (control) between P5-10 and sacrificed at dol 12. The contents were divided, and 1/3 was immediately placed in pre-reduced anaerobic dental transport media (Anaerobe Systems, Morgan Hill CA), as described^38^ and frozen at −80 °C. Upon thawing under anaerobic conditions, the cecal contents from 3 mice per group (PAT or control) were pooled and further diluted in dental transport media; 100 ul of the suspension was transferred to 5-week-old C57BL/6 germ-free mice via oral gavage. Paired mice received either the PAT or control suspensions in three cohorts based on availability of germ-free animals in our facility; all recipients were caged in the same animal treatment room to minimize environmental variation.

### Measurement of intestinal, fecal, or serum IgA

Serum samples were diluted in 1× phosphate-buffered saline (PBS) at 1:10,000. Intestinal or fecal samples were resuspended in 1× PBS at a concentration of 50 mg/ul by weight, and supernatants were stored at −20 °C. Total serum, fecal, and intestinal IgA were measured using the mouse IgA Elisa kit, according to the manufacturer’s instructions (Bethyl, Montgomery TX, USA). For the dosing and transfer experiments, IgA data were collected from the repeated fecal sampling. The absorbance was measured at a wavelength of 450 nm using the Dynex MRX TC Revelation microplate reader (Dynex Technologies, VA, USA).

### Statistical approaches

For the transfer experiment data, a random effects analysis of variance was done to test for the difference between the recipients of PAT and the control inocula^53^. In that analysis, treatment and sex were considered fixed effects and cohorts were considered random. SAS software and R were used to perform the tests and calculate the estimates. LEfSe was used to discover significantly differentially abundant bacteria species between two or more groups, using sample relative abundances. DESeq2 was used to normalize and compare differences in host ileal transcriptomics between treatment groups.

### IgA-Seq

Using specimens from the transfer experiment, we performed IgA-SEQ, essentially as described in Palm et al.^34^. In brief, we sampled from three time points, day 29 (fecal), 76 (fecal), and 77 (cecal), with 12, 11, and 8 samples tested, respectively. From specimens that had received the PAT or Control inoculum, we saved three fractions: a pre-fractionation sample (pre), and fractions that were either IgA^+^ or IgA^−^ by cell sorting with an anti-IgA antibody, following the procedure of Palm et al. After DNA extraction from the fractions, library preparation and 16S rRNA sequencing using V4 primers, as described^38^ using the Illumina MiSeq platform, nucleotides were quality filtered with a Phred score < 20 and chimeras were removed. Filtered reads were clustered into 97% identity OTUs using UCLUST program, followed by taxonomy assignment using the RDP Classifier. The OTU absolute abundance table was extracted from the pipeline for further analysis including generating mean taxonomic abundance plots, calculating the IgA coding index (ICI)^34^ of each taxa as follows (relative abundance IgA^+^ fraction/relative abundance IgA^−^ fraction), and performing statistical tests using the LEfSe tool^54^. We recognize the limitations of our methods for detecting significantly differently abundant taxa and understand the discord between reliable normalization and testing approaches^55, 56^, which is why we sought to use more established statistical methods.

### Isolation of splenic and intestinal lamina propria lymphocytes

Briefly, the small intestine was placed in Hank’s Balanced Salt Solution (HBSS) buffer supplemented with 10% fetal bovine serum. Peyers patches were excised and tissue was placed in digestion media containing 1 mM DTT, 1 mM EDTA in calcium/magnesium-free HBSS supplemented with 2% fetal calf serum and subsequently treated with Collagenase IV/Dnase digestion mix (0.5 mg/ml of collagenase IV and 200 μg/ml of Dnase). Lymphocytes were enriched using a 44/67% discontinuous Percoll (GE Lifesciences, Pittsburgh PA) gradient. Splenic lymphocytes were treated with ammonium chloride and washed. Cells were stimulated with phorbol 12-myristate 13-acetate and Ionomycin for 4 h at 37 °C in the presence of brefeldin A (GolgiPlug; BD Bioscience, San Jose, CA). Following stimulation, cells were stained with LIVE/DEAD Fixable Aqua (ThermoFisher Scientific, Waltham, MA), and the following antibody/fluorophore combinations APCC7-CD45, TCRβ-FITC, CD4-V500 (BD Bioscience), CD8-BV650, Foxp3-PECy7, IL17-PE, IFNγ-FITC (eBioscience, San Diego, CA), and fixed with fix/perm (eBioscience), were used according to the manufacturer’s instructions. Cells were acquired on an LSRII flow cytometer (BD Bioscience) and analyzed with FlowJo software (Tree Star, Ashland, OR); 100,000 events or greater were collected for each sample. Samples with yields less than 10,000 viable events were excluded from analysis.

### RNA extraction and nanostring analysis

RNA was extracted from ileal tissues using the Qiagen miRNAeasy kit (Qiagen, Valencia, CA), samples were measured using the nCounter GX mouse immunology (NanoString Technologies, Seattle WA). Counts were normalized using DESeq2 and log_2_ transformed. Significance between groups was measured using the Anova (aov) function from the stats R-package, and post-hoc analysis performed using TukeyHSD. P-values were corrected for multiple comparisons, based on the False discovery rate (FDR), with significance considered by *q*-value < 0.05. Heat maps were generated using the pheatmap package. All analysis was performed using custom R functions.

### RNAseq

RNA was extracted as above, and sample libraries were prepared using poly (A) enrichment and the TruSeq v2 stranded mRNA kit (Illumina, San Diego, CA). 1 × 50 bp single-end libraries were generated using the Illumina HiSeq 2500. The 16 ileal samples yielded a total of 464,187,920 reads with a mean count of 28,970,166 + 5,187,775 (mean + SD) per sample. Samples were processed as follows: bases with a Phred score < 20 and reads < 20 bp were removed using cutadapt v1.9.1. Surviving sequences were then passed to SortMeRNA v2.1 to remove eukaryotic, archaic, and bacterial ribosomal RNA (rRNA) sequences. Reads were aligned to the mouse GENCODE GRCm38 (M12 release) genome using STAR v2.5.1b^57^, and the read summarization program featureCounts was used to count mapped reads against annotated genes. Differential expression analysis was performed with the R-packages DESeq2^58^. Differentially expressed pathways and functions were interpreted using Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, http://www.ingenuity.com).

### DNA extraction and amplicon library preparation

DNA was extracted from fecal, ileal, and cecal samples using the Mobio 96-well extraction kit following the manufacturer’s instructions. For amplicon library generation, the V4 region of the 16S rRNA gene was amplified with gene-specific primers, as described^38^. The reverse amplification primers contained a 12-base pair Golay barcode for multiplexed sequencing runs that support pooling up to 864 samples. Amplicons were prepared in triplicate, pooled, and quantified. The 254 bp V4 region was sequenced using the Ilumina MiSeq 2 × 150 bp platform. OTUs were picked using GreenGenes 13_8 for reference, using the open reference picking strategy.

### Microbial community analysis

Briefly, the amplicon read processing pipeline, QIIME 1.91, was used^59^. Nucleotides were quality filtered with a Phred score < 20, reads were clustered into 97% identity OTUs using UCLUST program, followed by taxonomy assignment using the RDP Classifier and chimeras were removed using ChimeraSlayer.

Samples with a sequencing depth < 1000 were excluded and OTUs with a relative abundance < 0.01% were removed. The phylogenetic tree and abundance tables generated were used to calculate unweighted and weighted UniFrac β-diversity indices^60^. The filtered OTU abundance table was used for further analysis using the phyloseq package in the R statistical programming environment^61^. Inter-group UniFrac distances were averaged over independently drawn sample pairs (subsampled without replacement and replicated 999 times).

### Total 16S and SFB quantitation

Total 16S rRNA gene copies were quantified by qPCR in fecal samples using the forward primer 785F(5ʹ-GGM TTA GAT ACC CBG GTA GTC C-3ʹ) and the reverse primer 907R(5ʹ-CCG TCA ATT CMT TTG AGT TT-3ʹ), degenerate primers spanning the V5 region of the 16s rRNA gene. SFB were quantified using the 736F/844R primer pair^62^. 16S and SFB standards were included in each run to obtain absolute quantitation. qPCR was performed with the LightCycler 480 SYBR Green І Master mix (Roche) and run in a LightCycler 480 system (Roche).

### Inference of microbial association networks

For each treatment group within the dosing (Fig. 1) and transfer (Fig. 4) experiment sets, we learned microbial association networks using the Sparse InversE Covariance estimation for Ecological ASsociation Inference (SPIEC-EASI) framework^63^. Nodes in each network correspond to OTUs and edges correspond to direct signed interactions between OTUs given each environment. We ran SPIEC-EASI in neighborhood selection mode and performed model selection via StARS^64^, using a variability threshold of 0.05% to increase precision^63^.

### Analysis of microbial association networks

We followed a prior procedure^65^ to assess the overall similarity of the five different association networks. We enumerated all induced subgraphs (graphlets) composed of up to four nodes in each network and for each node, recorded the frequency of participation in each subgraph. We used the Spearman correlation among 11 non-redundant subgraph frequencies (orbits) across all nodes as robust and size-independent network summary statistics, as described^66^. Pairwise distances between entire networks were computed by using the Frobenius norm between the correlation matrices (graphlet correlation distance)^66^. To achieve a low-dimensional description of network similarities, we embedded these distances in Euclidean space using classical MDS. We also assessed the robustness of the different microbial association networks to random and targeted node removals (“attacks”)^67^ using natural connectivity ^68^, as a graph-theoretic measure of global network connectivity that reliably measures network robustness. We measured how natural connectivity of the microbial network changed when nodes are sequentially removed from the network. We applied three different types of network attacks: (1) random node removal (using *N* = 30 random orderings), (2) node removal ordered by betweenness centrality, and (3) node removal ordered by node degree (number of neighbors). Betweenness centrality^68^ measures a node’s centrality in a network by calculating the number of shortest paths from all nodes to all others that pass through that particular node.

### Sparse and compositionally robust multilevel PLS regression

We used our previously published compPLS framework^65, 69^ to detect associations between specific taxa in fecal microbiota communities and longitudinally measured host phenotypes. Briefly, to overcome the detection of statistically spurious associations, we (1) center log-ratio (clr)-transformed the OTU relative abundance data; (2) applied a variance decomposition to extract within-subject variation; and (3) estimated a sparse linear model via sparse Partial Least Squares (sPLS) regression for detecting associations between a sparse set of multi-collinear features (OTUs) and responses (host covariates)^70^. We selected the OTUs that were common to both the dosing and transfer experiments, which yielded comparable perturbations, and further restricted the data set to those taxa present in > 20% of the samples in both experiments. Finally, we restricted our sample set to include only those with corresponding measurements of fecal IgA. This resulted in a set of 53 taxa at *n* = 96 and *n* = 57 samples for the dosing experiment (Fig. 1) and the transfer experiment (Fig. 4), respectively. We applied multilevel-sPLS to the dosing experiment data set, using stability selection to obtain confidence scores on model coefficients at a fixed sparsity level^65^. We used these scores to iteratively filter OTUs from the model, selecting the set that maximized the *r* ^2^ of the out-of-sample prediction of IgA measurements from the transfer experiment between 6 and 43 days post-transfer. We computed biplots from the sPLS model, with sample scores colored by (scaled and centered) changes in IgA responses (ΔIgA) and associated OTUs, represented by a loading vector colored by taxa family.

### Data availability

The RNAseq data that support the findings of this study have been deposited in ArrayExpress database (www.ebi.ac.uk/arrayexpress) with the accession code E-MTAB-5101 (http://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-5101/), and the 16S rRNA metagenomic data has been deposited in QIITA (https://qiita.ucsd.edu/) with the identifier 10527 (https://qiita.ucsd.edu/study/description/10527). Ileal Nanostring data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO SuperSeries accession number, GSE98292 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98292).

We generated reproducible Jupyter and RMarkdown notebooks that contain the commands and data used to generate the main figures found within the manuscript (https://github.com/blaser-lab/Paper-Ruiz-2017). The authors declare that all other relevant data supporting the findings of this study are available in the article and its Supplementary Information files, or from the corresponding author upon request.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Peer Review File

# Supplementary material for: A single early-in-life macrolide course has lasting effects on murine microbial network topology and immunity
**Source:** Nat Commun. 2017 Sep 11;8:518. doi: 10.1038/s41467-017-00531-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Description of Supplementary Files**

File Name: Supplementary Information

Description: Supplementary Figures and Supplementary Tables

File Name: Supplementary Data 1

Description: Significantly expressed genes after one and three tylosin doses, related to Figure 2, Panel a.

File Name: Supplementary Data 2

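Supplementary Data 2 gives, for each gene, the log2 fold changes of the group comparisons and their q-values. The copy examined here lists 142 different genes in 146 lines, and may be incomplete. For these 142 genes its log2 fold changes equal the differences between group means of the log2 normalized counts to within 4.92e-06, and no gene has another direction. Its q-values equal the p-values of Tukey HSD adjusted by Benjamini-Hochberg over the measured genes to within a relative difference of 4.33e-06. Positive values in the comparison of SPF control with GF control mice therefore stand for higher counts in SPF control mice.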

Description: Ileal immune gene expression in SPF and GF mice treated with PAT, related to Figure 3, Panel g.

File Name: Peer Review File

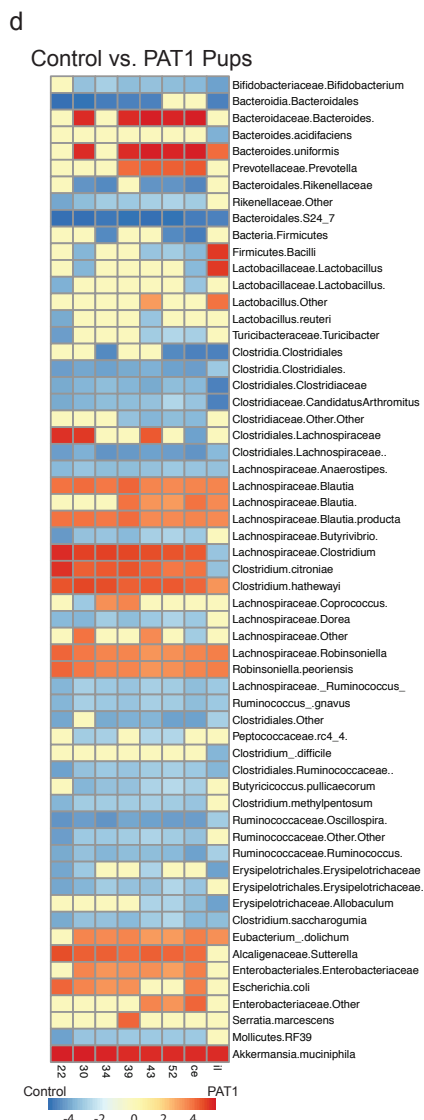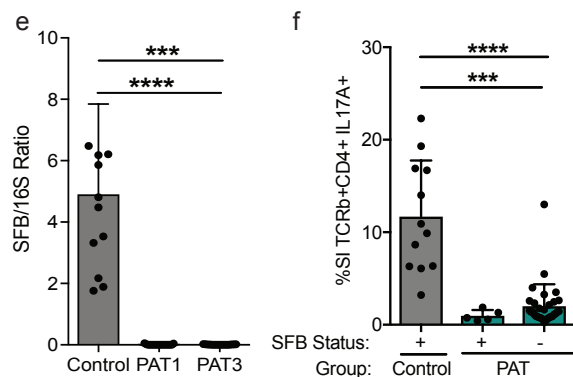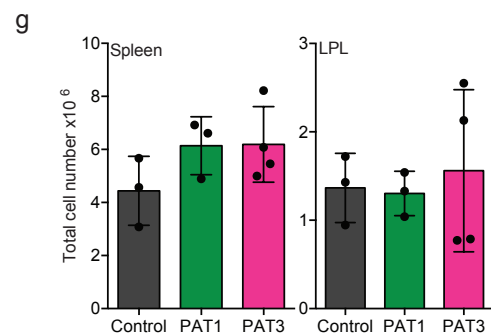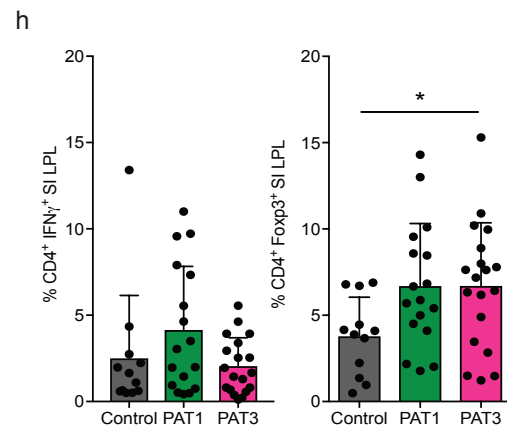

**Supplementary Figure 1. Microbial community composition after one or three antibiotic courses.** (a) Mean ( $\pm$  SEM) unrarified  $\alpha$ -diversity over time in control, PAT1 and PAT3 groups using the Shannon evenness metric. Solid lines represent female pups Control (n=3), PAT1 (n=8), PAT3 (n=9) and dashed lines represent male pups Control (n=9), PAT1 (n=9), PAT3 (n=10). Statistical analysis performed using two-sample t-test with Monte Carlo permutations, for statistical significance, see Supplementary Table 1. (b) Comparisons between the mean pairwise unweighted UniFrac intra- and inter-group divergences for antibiotic-exposed dams and pups over the course of the experiment. Intra and intergroup unweighted UniFrac distances were averaged over independently drawn sample pairs (subsampling without replacement and replicated 999 times), (For significance, Supplementary Table 2). (c) Mean ( $\pm$  SD) fecal 16S rRNA DNA copy number in pups and dams at sacrifice, pups at P52; Control (n=12), PAT1 (n=17), and PAT3 (n=19) groups and dams at 20 weeks of age (pup P61); Control (n=3), PAT (n=6). (d) Significantly differential taxa, ( $p < 0.05$ ), in control (blue) and PAT1 or PAT3 (red) fecal, cecal (ce), or ileal (il) samples in pups (n=same as panel a) over the course of the experiment, using the Linear discriminant analysis Effect Size (LefSe) statistical tool. Significant taxa were plotted using the aheatmap R package. (e) Mean ( $\pm$  SD) SFB copy numbers in fecal samples at P52 in (n=12), PAT1 (n=17), and PAT3 (n=19) groups, as determined by qPCR, normalized by total 16S rRNA copy number. (f) Mean ( $\pm$  SD) frequency of small intestine lamina propria CD4<sup>+</sup>IL17A<sup>+</sup> cells in SFB-positive or -negative (n=12), PAT1 (n=17), and PAT3 (n=19) mice. (g) Mean ( $\pm$  SD) absolute splenic and intestinal lamina propria viable cell counts, as detected by trypan blue exclusion (Control, n=3; PAT1, n=3; PAT3, n=3). (h) Mean ( $\pm$  SD) frequency of small intestine lamina propria CD4<sup>+</sup>IFN $\gamma$ <sup>+</sup> cells and CD4<sup>+</sup> Foxp3<sup>+</sup> cells in control (n=12), PAT1 (n=17), PAT3 (n=19). For panels c, e, f, g and h, significance testing performed using one-way analysis of variance with Tukey post-hoc test or Kruskal-Wallis non-parametric test with Dunnett's multiple comparisons test. For all panels: \* $p < 0.01$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

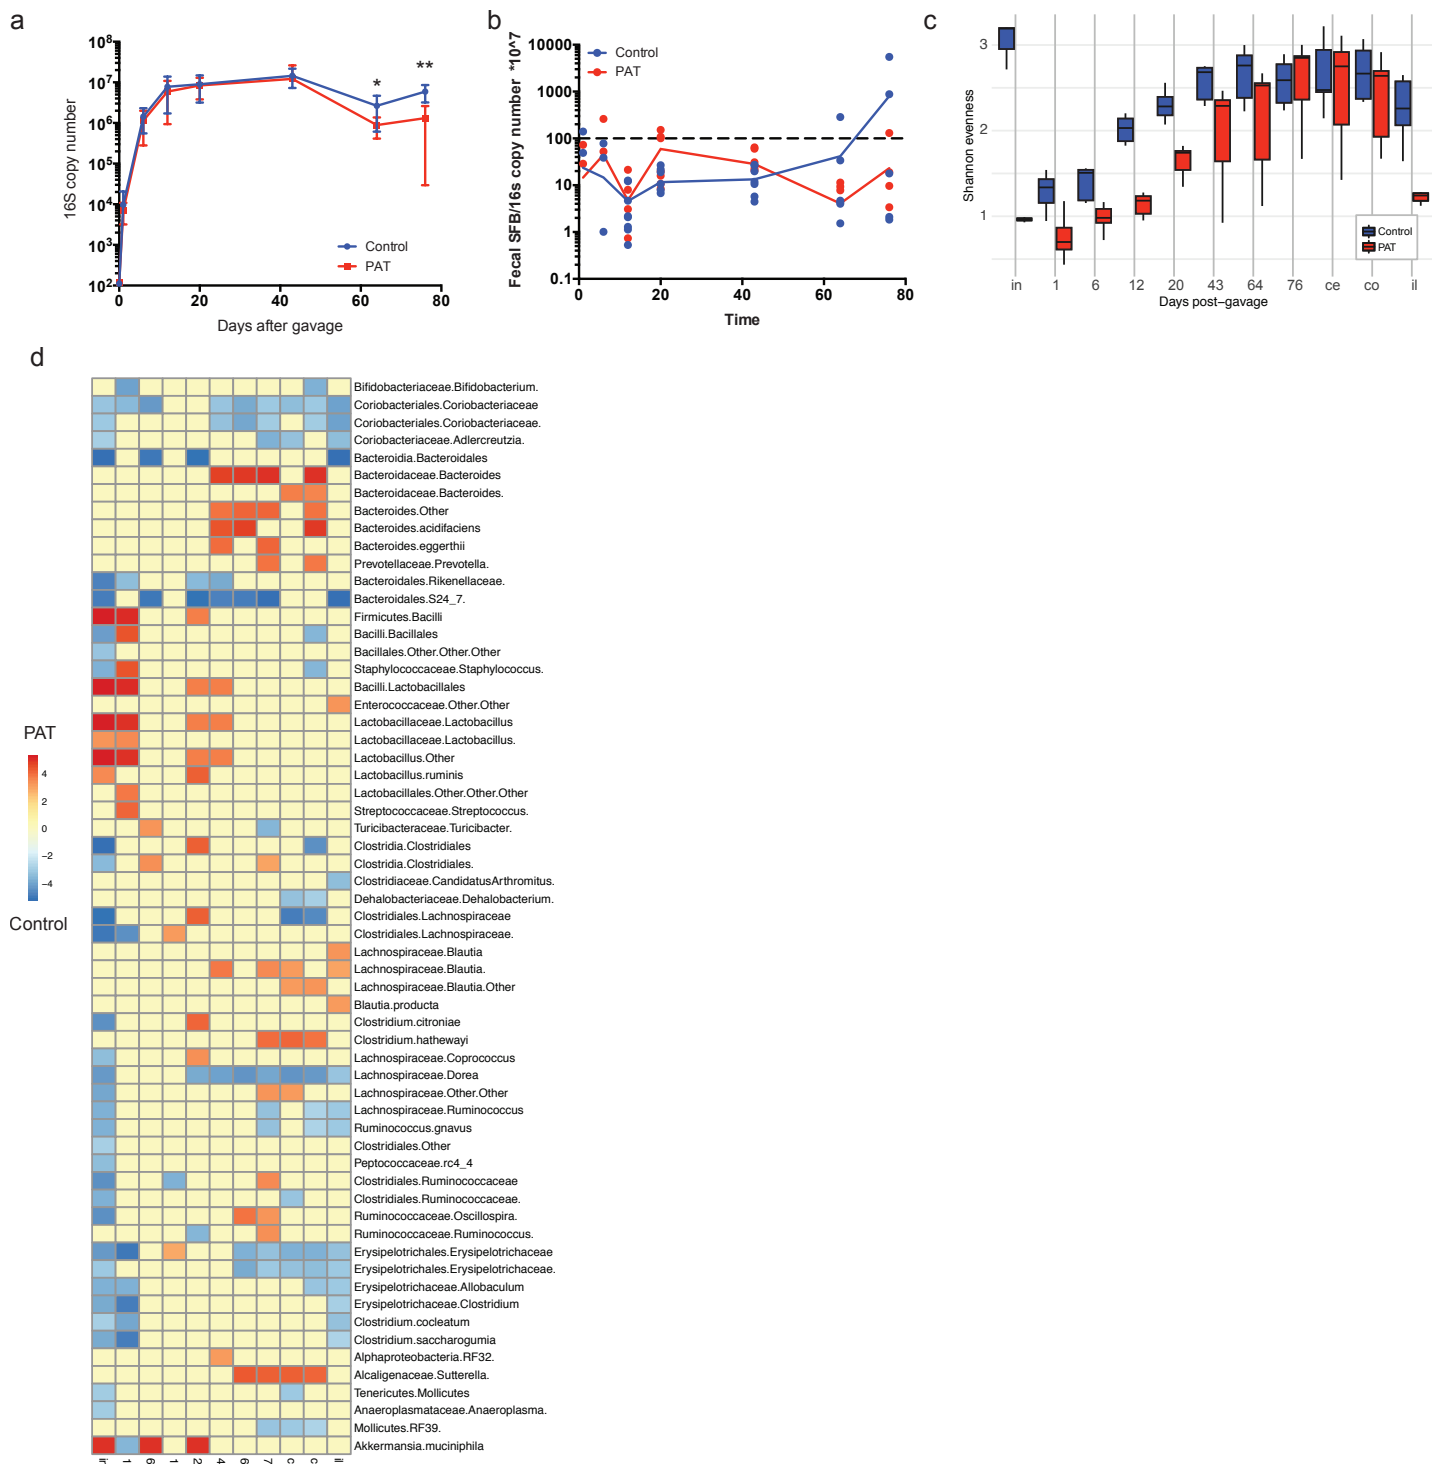

**Supplementary Figure 2. Microbial community dynamics after conventionalization of germ-free mice with PAT-perturbed or control microbiota.** (a) Mean ( $\pm$  SD) total 16S rRNA copy number over the course of the experiment between conventionalized Control (n=6) and PAT-perturbed (n=7) microbiota recipient groups (\*p<0.05, \*\*p<0.01). (b) Absolute SFB copy numbers normalized by total 16S rRNA in conventionalized groups (Control, n=6; PAT, n=7), lines represent group mean. Significance testing for (a) and (b) performed using the Mann-Whitney non-parametric test. (c) Median ( $\pm$  IQR) microbiota alpha diversity using the shannon evenness metric over time in germ-free mice conventionalized with control (n=6) or PAT microbiota (n=7), unrarified. Statistical analysis performed using two-sample t-test with Monte Carlo permutations, for statistical significance, see Supplementary Table 1. (d) Heatmap of significantly abundant taxa in inoculum (in), fecal, cecum (ce), colon (co), and ileum (il) of mice conventionalized with control or PAT microbiota over time (p<0.05) using the Linear discriminant analysis Effect Size (LefSe) statistical tool. Colors represent taxa significantly over-represented in control (blue) or PAT-perturbed (red) microbiota recipient mice; using the aheatmap R package.

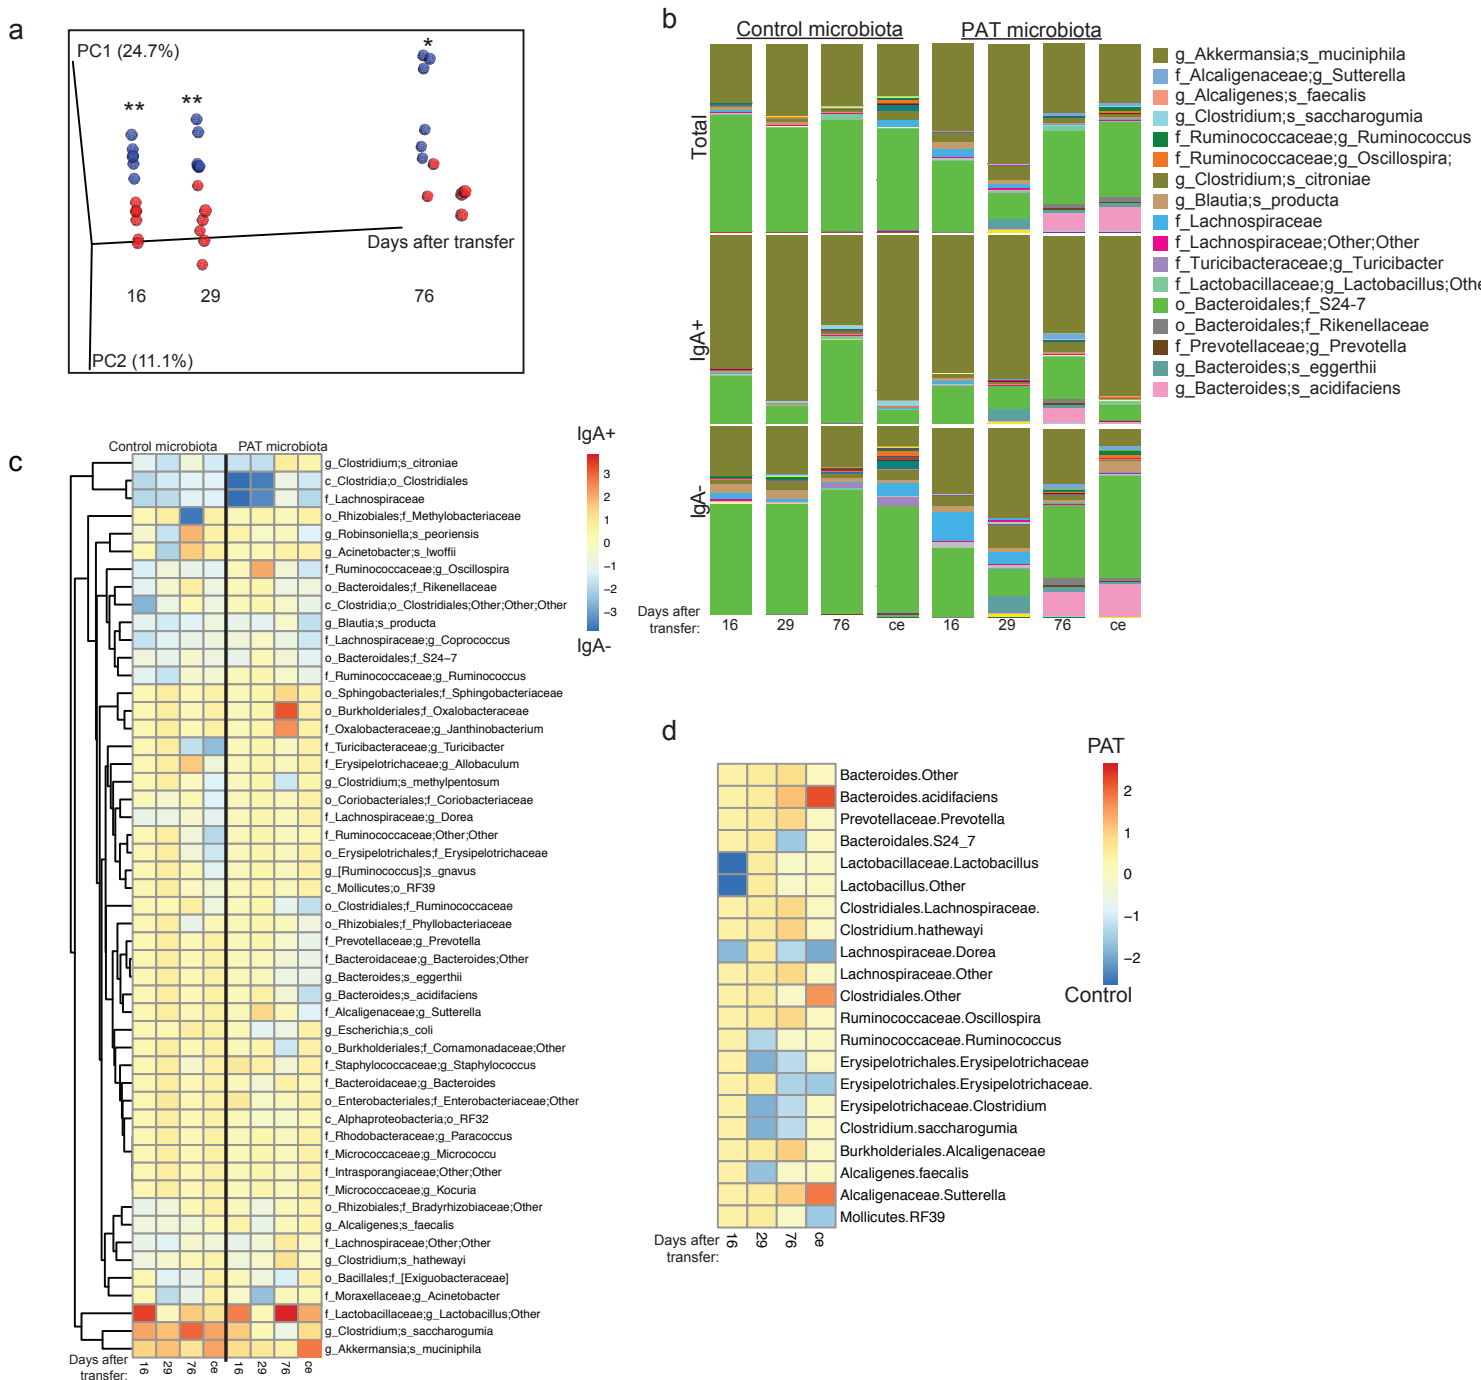

**Supplementary Figure 3. Identification of IgA-bound taxa after conventionalization of germ-free mice with microbiota from PAT-exposed or control mice.** (a) Unweighted UniFrac distances of IgA-bound bacteria shown as principal coordinates analysis (PCoA) by day after transfer of cecal contents from control (blue circles, n=6) or PAT-exposed mice (red circles, n=7). Statistical analysis was performed using the Adonis test, \*\*p=0.003, \*p=0.017. (b) Mean relative taxonomic abundances in fecal and cecal (ce) samples of total, IgA+ and IgA- fractions in recipient mice after conventionalization with PAT or Control microbiota. (c) Heat map depicting ICI scores in mice after conventionalization with Control or PAT microbiota over time in fecal and cecal (ce) samples. Colors represent taxa over-represented in IgA+ fractions (red) or IgA- fractions (blue). (d) Heatmap showing significantly abundant taxa (p<0.05) in the IgA+ fractions of mice conventionalized with control or PAT microbiota over time using the Linear discriminant analysis Effect Size (LefSe) statistical tool. Colors represent taxa over-represented in the Control (blue) or PAT-perturbed (red) microbiota recipient mice.

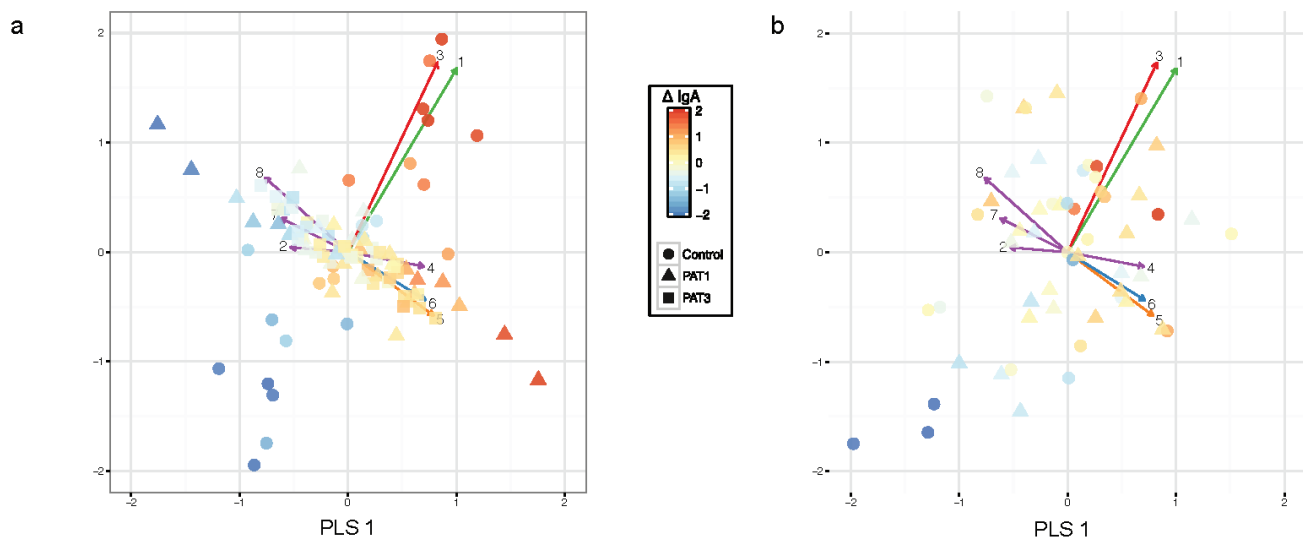

**c**

|   | Phylum         | Class               | Order              | Family              | Genus           | Species   | P-value   | IgA |
|---|----------------|---------------------|--------------------|---------------------|-----------------|-----------|-----------|-----|
| 8 | Firmicutes     | Clostridia          | Clostridiales      | Lachnospiraceae     |                 |           | 1.3e-03   | -   |
| 2 | Firmicutes     | Clostridia          | Clostridiales      | Lachnospiraceae     |                 |           | < 1.0e-04 | -   |
| 7 | Firmicutes     | Clostridia          | Clostridiales      | Lachnospiraceae     | Clostridium     | hathewayi | < 1.0e-04 | -   |
| 5 | Bacteroidetes  | Bacteroidia         | Bacteroidales      | Rikenellaceae       |                 |           | 3.5e-02   | +   |
| 6 | Proteobacteria | Gammaproteobacteria | Enterobacteriales  | Enterobacteriaceae  |                 |           | 3.3e-03   | +   |
| 4 | Firmicutes     | Clostridia          | Clostridiales      | Lachnospiraceae     | Blautia         |           | < 1.0e-04 | +   |
| 3 | Actinobacteria | Actinobacteria      | Bifidobacteriales  | Bifidobacteriaceae  | Bifidobacterium |           | < 1.0e-04 | +   |
| 1 | Firmicutes     | Erysipelotrichi     | Erysipelotrichales | Erysipelotrichaceae | Clostridium     |           | < 1.0e-04 | +   |

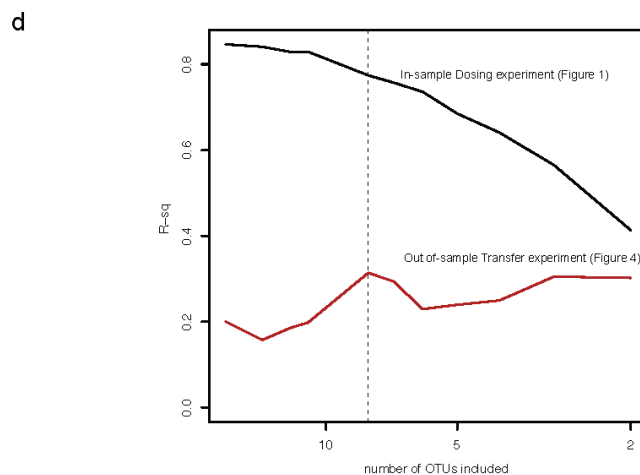

**Supplementary Figure 4. Fecal microbial compositions are associated with changes in IgA.** (a) Within-subject variances of center log ratio (clr)-transformed OTU compositions from the fecal microbiota experiment 1 (antibiotic dosing experiment) (See Figure 1), compositions are projected into a two-component subspace that maximally co-varies with within-subject IgA measurements (modeled by sparse partial least squares (sPLS) regression,  $r^2=0.77$ ). Results shown for fecal samples in 48 mice at days 27 and 43 (96 samples in total), in the dosing experiment. For the transfer experiment samples (See Figure 4), mice were sampled at days 6, 12, 20, 43, and 57 after transfer. Individual samples are each shown by an individual shape and the color scale represents natural log (ln) differences in intestinal sIgA levels from P27 to P40. In the biplot, lines are loading vectors and numbered by the corresponding taxa (in panel c) and colored by taxa family. (b) Model sparsity is determined by maximizing out-of-sample predictive power of the corresponding OTUs in the transfer experiment ( $r^2=0.31$ ). (c) Lineages of the eight selected OTUs, from dosing experiment (Figure 1), together with empirical p-values, computed using 2000 bootstraps, and the direction of association with IgA levels. (d) The sum of squared residuals (R-sq) vs. number of OTUs included in the multi-level PLS model. R-sq shows goodness of fit of in-sample prediction from fitted data from the dosing experiment and out-of-sample predictions for the transfer experiment over rebuilt models with the included OTUs. The final model was selected by maximizing the out-of-sample predictions (vertical dotted line).

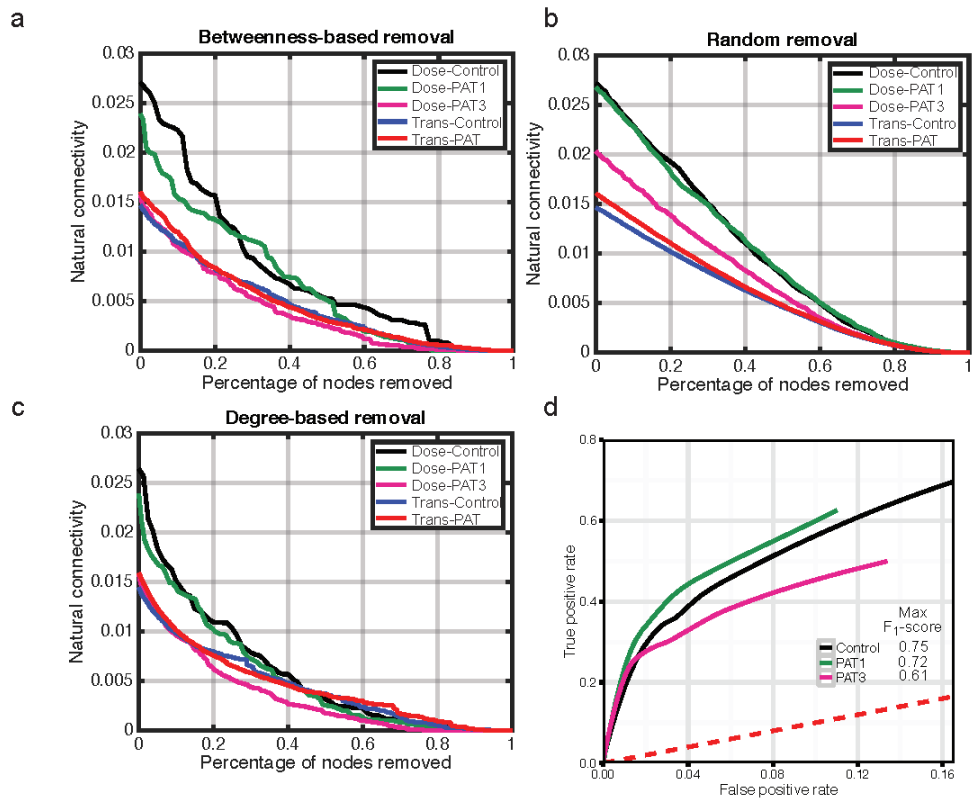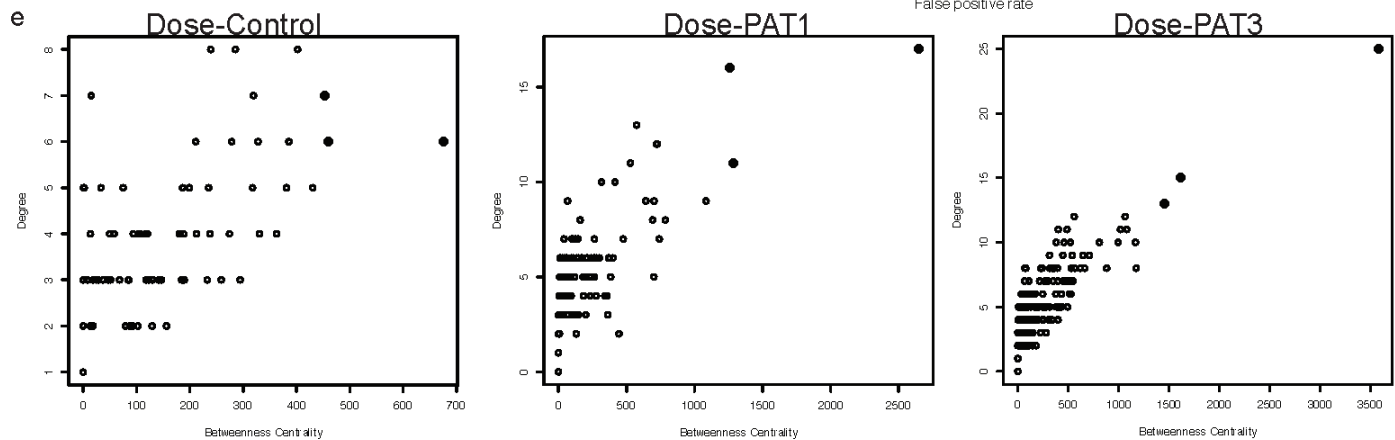

| Phylum           | Class               | Order            | Family             | Genus   | Species  |
|------------------|---------------------|------------------|--------------------|---------|----------|
| 1 Proteobacteria | Gammaproteobacteria | Enterobacterales | Enterobacteriaceae |         |          |
| 2 Firmicutes     | Clostridia          | Clostridiales    | Lachnospiraceae    | Blautia | producta |
| 3 Firmicutes     | Clostridia          | Clostridiales    | Lachnospiraceae    |         |          |

| Phylum          | Class       | Order         | Family | Genus | Species |
|-----------------|-------------|---------------|--------|-------|---------|
| 1 Bacteroidetes | Bacteroidia | Bacteroidales | S24-7  |       |         |
| 2 Bacteroidetes | Bacteroidia | Bacteroidales | S24-7  |       |         |
| 3 Bacteroidetes | Bacteroidia | Bacteroidales | S24-7  |       |         |

| Phylum       | Class      | Order         | Family          | Genus        | Species |
|--------------|------------|---------------|-----------------|--------------|---------|
| 1 Firmicutes | Clostridia | Clostridiales | Ruminococcaceae | Oscillospira |         |
| 2 Firmicutes | Clostridia | Clostridiales | Lachnospiraceae |              |         |
| 3 Firmicutes | Clostridia | Clostridiales | Ruminococcaceae | Oscillospira |         |

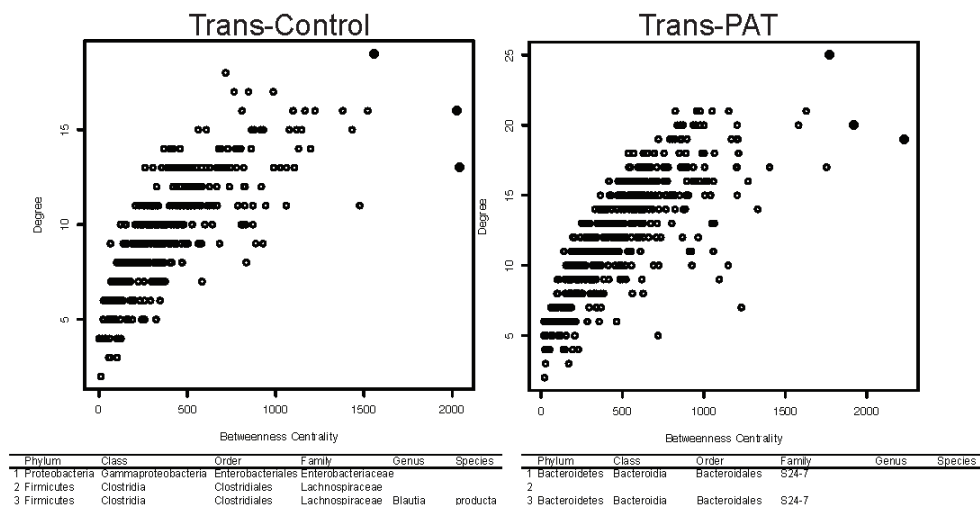

| Phylum           | Class               | Order            | Family             | Genus   | Species  |
|------------------|---------------------|------------------|--------------------|---------|----------|
| 1 Proteobacteria | Gammaproteobacteria | Enterobacterales | Enterobacteriaceae |         |          |
| 2 Firmicutes     | Clostridia          | Clostridiales    | Lachnospiraceae    |         |          |
| 3 Firmicutes     | Clostridia          | Clostridiales    | Lachnospiraceae    | Blautia | producta |

| Phylum          | Class       | Order         | Family | Genus | Species |
|-----------------|-------------|---------------|--------|-------|---------|
| 1 Bacteroidetes | Bacteroidia | Bacteroidales | S24-7  |       |         |
| 2               |             |               |        |       |         |
| 3 Bacteroidetes | Bacteroidia | Bacteroidales | S24-7  |       |         |

**Supplementary Figure 5. PAT-induced alterations of network structures.** (a-c) Natural connectivity was used to assess the robustness of microbial ecological interaction networks to sequential node removals from the dosing experiment (Dose) (Figure 1) and the transfer experiment (Trans) (Figure 4). The node removals were ordered by betweenness (a), random (b), or degree-based centrality (c). We repeated the random node removal experiment  $n=30$  times and report the mean (standard error was within the thickness of the lines and hence not shown). Natural connectivity is shown as a function of the relative size of the network. (d) Recovery of edges from the transfer experiment-inferred networks to dosing experiment ('gold standard') networks was assessed by comparing Trans-Control/Dose-Control, Trans-PAT/Dose-PAT1 and Trans-PAT/Dose-PAT3 networks. The receiver operator characteristic (ROC) curves, assessing true vs false positive rates of prediction, and the maximum F1 score over the available edges, are shown. (e) For each OTU in the network, we computed degree and betweenness centrality (hollow circles). The highest ranked OTUs by both measures (filled circles) are interpreted to be keystone species, with the taxonomic lineage presented in tables below each panel.

**Supplementary Table 1. Significance testing of Phylogenetic Diversity and Shannon evenness in Control, PAT1, and PAT3 groups over time or after conventionalization with control or PAT microbiota, related to Figures 1 and 4**

| p-values from Wilcoxon U testing <sup>a</sup> by day of life of pups (in Pups)                            |                  |        |        |        |        |        |        |        |       |       |       |       |
|-----------------------------------------------------------------------------------------------------------|------------------|--------|--------|--------|--------|--------|--------|--------|-------|-------|-------|-------|
| Group Comparison                                                                                          | Diversity metric | 21     | 22     | 30     | 34     | 39     | 43     | 52     |       |       |       |       |
| Control vs PAT1                                                                                           | PD               | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 |       |       |       |       |
|                                                                                                           | Shannon          | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 |       |       |       |       |
| Control vs PAT3                                                                                           | PD               | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 |       |       |       |       |
|                                                                                                           | Shannon          | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 | <0.001 |       |       |       |       |
| PAT1 vs PAT3                                                                                              | PD               | 0.890  | 0.122  | <0.001 | <0.001 | <0.001 | <0.001 | 0.017  |       |       |       |       |
|                                                                                                           | Shannon          | 0.737  | 1.000  | 0.263  | <0.001 | <0.001 | <0.001 | 1.000  |       |       |       |       |
| p- values from Wilcoxon U Testing by day of life of pups (in Dams)                                        |                  |        |        |        |        |        |        |        |       |       |       |       |
| Group Comparison                                                                                          | Diversity metric | 5      | 10     | 12     | 30     | 34     | 39     | 43     | Ce    | Ile   |       |       |
| Control vs PAT                                                                                            | PD               | 0.618  | 0.017  | 0.002  | 0.014  | 0.023  | 0.064  | 0.145  | 0.025 | 0.067 |       |       |
|                                                                                                           | Shannon          | 0.215  | 0.031  | 0.006  | 0.006  | 0.016  | 0.064  | 0.010  | 0.007 | 0.037 |       |       |
| p-values from Wilcoxon U testing <sup>a</sup> by day after conventionalization (in transplant recipients) |                  |        |        |        |        |        |        |        |       |       |       |       |
| Group Comparison                                                                                          | Diversity metric | Inoc   | 1      | 6      | 12     | 20     | 43     | 64     | 76    | Ile   | Ce    | Co    |
| Control vs PAT                                                                                            | PD               | 0.002  | 0.018  | 0.044  | 0.144  | 0.114  | 0.033  | 0.128  | 0.423 | 0.006 | 0.504 | 0.052 |
| Control vs PAT                                                                                            | Shannon          | 0.001  | 0.006  | 0.037  | 0.006  | 0.006  | 0.082  | 0.125  | 0.980 | 0.006 | 0.569 | 0.240 |

**Supplementary Table 2. Summary of Adonis and Anosim testing of Unweighted UniFrac distances, related to Figure 1**

| p-values from Adonis testing <sup>a</sup> by day of life of pups (in Pups) |       |       |       |       |       |       |       |
|----------------------------------------------------------------------------|-------|-------|-------|-------|-------|-------|-------|
| Group Comparison                                                           | 21    | 22    | 30    | 34    | 39    | 43    | 52    |
| Control vs PAT1                                                            | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 |
| Control vs PAT3                                                            | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 |
| PAT1 vs PAT3                                                               | 0.051 | 0.002 | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 |
| p-values from Anosim testing <sup>a</sup> by day of life of pups           |       |       |       |       |       |       |       |
| Control vs PAT1                                                            | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 |
| Control vs PAT3                                                            | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 |
| PAT1 vs PAT3                                                               | 0.060 | 0.024 | 0.001 | 0.001 | 0.001 | 0.001 | 0.001 |
| p-values from Adonis testing <sup>a</sup> by day of life of pups (in Dams) |       |       |       |       |       |       |       |
| Group Comparison                                                           | 5     | 10    | 22    | 34    | 39    | 43    | 61    |
| Control vs PAT                                                             | 0.527 | 0.068 | 0.183 | 0.068 | 0.068 | 0.068 | 0.124 |
| p-values from Anosim testing <sup>a</sup> by day of life                   |       |       |       |       |       |       |       |
| Control vs PAT                                                             | 0.503 | 0.436 | 0.436 | 0.436 | 0.436 | 0.436 | 0.436 |

<sup>a</sup>FDR-corrected

**Supplementary Table 3. Fecal sIgA levels in Dams before PAT or Control exposure<sup>a</sup>**

| Time                          | sIgA levels/ Total protein x 10 <sup>3</sup> |              |         |
|-------------------------------|----------------------------------------------|--------------|---------|
|                               | Control<br>(n=3)                             | PAT<br>(n=7) | p-value |
| Breeding <sup>b</sup>         | 23.6 +/- 2.9                                 | 20.6 +/- 2.6 | NS      |
| Gestation day 16 <sup>b</sup> | 20.6 +/- 12.4                                | 18.9 +/- 2.6 | NS      |

<sup>a</sup> Mean ± SEM<sup>b</sup> NS (not significant)**Supplementary Table 4. Ingenuity pathway analysis differentiating PAT and Control in pups and dams, showing the 12 most significant pathways for each****Pups**

| Pathway                               | Number of genes |             | %<br>decreased | -log <sub>10</sub><br>(p-value) |
|---------------------------------------|-----------------|-------------|----------------|---------------------------------|
|                                       | Total           | Significant |                |                                 |
| Antigen Presentation Pathway          | 18              | 12          | 100            | 9.0                             |
| Protein Ubiquitination Pathway        | 146             | 34          | 100            | 7.8                             |
| Superpathway of Melatonin Degradation | 36              | 11          | 9              | 4.0                             |
| tRNA Charging                         | 16              | 7           | 100            | 3.8                             |
| B Cell Development                    | 12              | 6           | 100            | 3.7                             |
| Type I Diabetes Mellitus Signaling    | 62              | 14          | 100            | 3.4                             |
| Serotonin Degradation                 | 37              | 10          | 20             | 3.2                             |
| OX40 Signaling Pathway                | 20              | 7           | 100            | 3.1                             |
| Graft-versus-Host Disease Signaling   | 21              | 7           | 100            | 3.0                             |
| Melatonin Degradation I               | 33              | 9           | 0              | 3.0                             |
| Nicotine Degradation II               | 33              | 9           | 0              | 3.0                             |
| T Helper Cell Differentiation         | 41              | 10          | 100            | 2.8                             |

**Dams**

| Pathway                                                 | Number of genes |             | %<br>decreased | -log <sub>10</sub><br>(p-value) |
|---------------------------------------------------------|-----------------|-------------|----------------|---------------------------------|
|                                                         | Total           | Significant |                |                                 |
| Putrescine Degradation III                              | 12              | 2           | 0              | 2.75                            |
| Tryptophan Degradation X<br>(Mammalian, via Tryptamine) | 15              | 2           | 0              | 2.55                            |
| Dopamine Degradation                                    | 16              | 2           | 0              | 2.50                            |
| Noradrenaline and Adrenaline<br>Degradation             | 19              | 2           | 0              | 2.35                            |
| Sorbitol Degradation I                                  | 1               | 1           | 0              | 2.27                            |
| Thyroid Hormone Biosynthesis                            | 2               | 1           | 0              | 1.97                            |
| Heparan Sulfate Biosynthesis                            | 32              | 2           | 50             | 1.91                            |
| Superpathway of Melatonin Degradation                   | 36              | 2           | 0              | 1.81                            |
| Melatonin Degradation II                                | 3               | 1           | 0              | 1.80                            |
| Serotonin Degradation                                   | 37              | 2           | 0              | 1.78                            |
| Glycerol Degradation I                                  | 4               | 1           | 0              | 1.67                            |
| LPS/IL-1 Mediated Inhibition<br>of RXR Function         | 131             | 3           | 1              | 1.40                            |

How the deposited data were processed for this re-analysis (not part of the article)

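Ileal RNA of 12 mice killed at P50 was analysed, with 3 mice in each of the groups SPF control, SPF PAT, GF control and GF PAT. The groups were taken from the sample labels and the legend of Fig. 3g, and mice are named by group and by the mouse number in the labels. RNA was measured with the NanoString nCounter GX mouse immunology panel, which counts reporter probes, so that no reads were aligned and no genome build applies.

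The authors normalized the counts using DESeq2 and log2 transformed them, and the deposited values are log2 normalized counts for 556 genes and 12 mice. The 28 entries for 14 reference genes, 8 negative control probes and 6 positive control probes hold no value. Whether the authors also corrected for positive controls or reference genes is not stated in the paper's text. The values were checked by recovering the counts. With 1 size factor per mouse, every value that is not 0 gave a whole count within 0.01, and the size factors equalled those of the median-of-ratios method to a relative difference of 1.84e-09. A count of 0 is a value of 0 on the log2 scale, the same value as a normalized count of 1.

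The total of recovered counts per mouse was 600308 to 923395, with 1 to 8 genes at a count of 0 in a mouse. The precision of a gene depends on its count, and 117 genes had a mean log2 value below that of a normalized count of 20. This mean of log2 values is meant wherever a minimum mean count of 20 is named. Of the gene symbols, 537 matched a current symbol of the mouse RefSeq table of GRCm38.p6, 16 matched an older name only and 3 matched none.

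From the log2 values, group differences were tested with limma 3.58.1 (lmFit and eBayes, with statmod 1.5.0, in R 4.3.3), with 1 mean per group, all 12 mice in 1 model, no covariate and no filter on low values. P-values were adjusted over the 556 genes by the Benjamini-Hochberg method, separately for each comparison, with a threshold of 0.05. The comparisons were SPF control minus GF control, SPF PAT minus SPF control, GF PAT minus GF control, the difference between the 2 PAT effects, SPF PAT minus GF control, and an F-test over the 4 groups. The comparison of SPF PAT with GF PAT was added after the values had been seen. Principal component analysis and hierarchical clustering used the genes past the F-test, centred and scaled per gene, with Euclidean distance and complete linkage. Distances to GF control mice used all genes without scaling and an exact permutation test over 20 relabellings, whose smallest p is 0.1. Lists of antigen presentation, T cell, Th17, and B and plasma cell genes were tested with camera and fry over 12 tests. They were written, with the comparisons, the tests, the rule for naming genes and the first group of alternatives, before the data were examined.

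The genes named are the 3 with the largest rise and the 3 with the largest fall past the threshold and without overlap between groups, for SPF control against GF control and for SPF PAT against SPF control. For GF PAT against GF control they are the 3 with the smallest p, and for the difference between PAT effects the 3 with the largest difference past the threshold. The genes of products the paper measured or discussed were added, namely Il17a, Pigr, Cd4, Cd8a, Foxp3, Ifng and Ptprc, and 1 further gene of this rule is not reported here. Genes named outside this rule, which are the few genes past the threshold under single alternatives, Tigit and Nfil3 in the comparisons of SPF PAT with GF mice, and Cd99 and Lilrb4 in the comparison with Supplementary Data 2, were chosen after their values were seen.

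The alternatives of the first group were the methods' one-way analysis of variance with Tukey HSD under Benjamini-Hochberg and under Benjamini-Yekutieli adjustment, variance models with an intensity trend and with robust estimation, only the 2 groups compared, a minimum mean normalized count of 20, median centring, quantile normalization, a minimum absolute log2 difference of 1, and leaving out each of the 12 mice in turn. Linkage, distance, scaling and genes were varied for the clustering, the principal components and the distances. Alternatives chosen after seeing the data were limma's voom on the recovered counts, scaling to the total count with and without the 10 most abundant genes, log2 of the normalized count plus 1, thinning to the lowest total, the mean of the B and plasma cell list as a covariate, distances to the GF PAT mice, and the methods' tests taken together, in which a gene had to pass both the analysis of variance and Tukey HSD. Scaling by reference genes and a filter by negative control probes were planned and not run, because these entries hold no value. A pseudocount on linear values did not apply, because the deposited values are log2. A negative binomial test on the recovered counts was planned and not run, and voom was used on them instead.

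The limma, voom and Tukey HSD steps were tested on simulated data of the comparison of SPF PAT with SPF control mice, with 200 of 556 genes changed. Tukey HSD recovered 60.5% of the changed genes and voom 79.5%, and each of the 3 tests made 0 calls in a comparison without changed genes.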

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

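Among the tests in this part, those chosen only after the result was seen are total-count scaling, thinning to the lowest total, the omission of the 10 most abundant genes, and the mean of the B and plasma cell list as a covariate.

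The PAT effect differed between SPF and GF mice for 95 of 556 genes, which drew attention because the test was on the difference between the 2 effects. Of these, 86 were also past the threshold between SPF PAT and SPF control mice. In 1 of 100 random splits of the 12 mice into groups of the same sizes, the real split included, the count was as large, and another split reached 87 genes. These splits mix all 4 groups, so they address any difference among the groups. They cannot decide whether chance made the PAT effects differ between SPF and GF mice. Higher total counts in SPF control mice cannot account for the count, which was 94 after every mouse was thinned to the lowest total. The authors' size factors as the whole cause are argued against by median centring, quantile normalization and total-count scaling, of which the lowest count was 69. With total-count scaling the count was 134 over all genes and 101 without the 10 most abundant genes, 80 of the 101 being among the 95. A few abundant genes are therefore argued against only as the whole cause. No single mouse accounts for the count, the lowest being 35, without SPF PAT mouse 27. The count rose to 217 without SPF PAT mouse 21. The other omissions that moved it by more than 1.5 times gave 50 without SPF PAT mouse 26, 51 and 45 without SPF control mice 7 and 2, 45 and 37 without GF PAT mice 42 and 41, and 58 and 47 without GF control mice 39 and 38.

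Explanations by the composition of the sampled tissue stay open for these 95 genes. A lower share of all immune cells in the ileum of SPF PAT mice would lower T cell and B cell genes alike. The T cell list mean minus the B and plasma cell list mean differed between SPF PAT and SPF control mice by 0.135 log2 units, with an SD between mice of 0.740 and 0.722. With 3 mice against 3 and this spread, lists that fall alike cannot be told apart from lists that fall unequally, so the explanation stays open. Unequal amounts of lymphoid tissue in the sampled pieces may contribute, since with the per-mouse mean of the B and plasma cell list as a covariate 36 genes were past the threshold, 29 of them among the 95. This cannot be told apart from an effect of PAT on these cells, because the list mean itself follows the pattern of the difference, with 7.82 in SPF control, 6.37 in SPF PAT, 6.37 in GF control and 7.59 in GF PAT mice. The number of genes that differed between SPF PAT and SPF control mice was 133 with the same covariate, against 146 without it. The biological explanation that the design names, that PAT acts on the ileum through the microbiota, stays open and was not tested apart from these.

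Among the 95 genes, Saa1_2, S100a8 and Gzmb had the largest differences between the PAT effects, of -3.62, -2.87 and -2.52 on the log2 scale. With the covariate the differences were -4.35, -3.71 and -2.43, each with an adjusted p of 0.0348 in limma, so lymphoid tissue as measured by that list is not what separates the effects in these 3 genes. Over the methods' tests with Benjamini-Hochberg adjustment, median centring, quantile normalization and the omission of each mouse, the adjusted p ranged up to 0.0446 for Saa1_2 and 0.0262 for Gzmb, and both kept their call with each mouse left out. Under Benjamini-Yekutieli adjustment of the same tests, with 1 gene past the threshold, Fkbp5, all 3 lost it. For S100a8 the adjusted p ranged from 0.0330 to 0.0998, and its call was lost with median centring, with quantile normalization and without SPF PAT mouse 27, SPF control mouse 2 or GF PAT mouse 42, at counts of 4 to 44. Saa1 and Saa2 share 1 probe, so the change of Saa1_2 cannot be assigned to either gene.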

How the results depend on the processing

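Among the settings in this part, those chosen only after the results were seen are voom, total-count scaling with and without the 10 most abundant genes, log2 of the normalized count plus 1, thinning, the covariate, the methods' tests taken together, the distances to GF PAT mice, and every comparison of SPF PAT with GF PAT mice. Scaling by reference genes, a filter by negative control probes, a pseudocount on linear values and a negative binomial test on the recovered counts were planned and not run.

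The number of genes different between SPF control and GF control mice was within 1.5 times of 234 in 24 of 28 settings. The methods' one-way analysis of variance and Tukey HSD gave 142, 55, 2 and 1 genes for SPF control against GF control, SPF PAT against SPF control, SPF PAT against GF control and SPF PAT against GF PAT, and 141, 55, 2 and 1 with the tests taken together. The 2 genes were Lcp2 and Tigit and the 1 gene Nfil3. With Benjamini-Yekutieli adjustment these counts were 49, 6, 0 and 0, with 66 genes among the 4 groups and 1, Fkbp5, for the difference between PAT effects, where the same test with Benjamini-Hochberg adjustment gave 101, 87 of them among the 95. With only the 2 groups compared, the counts were 76 (71 of them among the 146), 0 and 0 for the comparisons of SPF PAT with SPF control, GF control and GF PAT mice, in which fewer mice estimate the spread. The minimum absolute log2 difference of 1, stricter by construction, gave 99, 55 and 50 for SPF control against GF control, SPF PAT against SPF control and the difference between PAT effects. Median centring gave 0 genes against GF control and 1, Nfil3, against GF PAT mice, quantile normalization gave 6 against GF control mice, and total-count scaling 15 against GF PAT mice. With the B and plasma cell list mean as a covariate the counts were 36 for the difference between PAT effects and 20 for SPF PAT against GF control. For GF PAT against GF control, limma gave 0 genes (28 at an unadjusted p under 0.05) in the main setting and 0 in every other setting but voom, with 1 gene, Fkbp5, and the omission of GF control mouse 37, with 1 gene, Irf4. Except where its construction shows it, the cause was not tested.

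Median centring shifted the median log2 difference by -0.44 for SPF control against GF control, 0.36 for SPF PAT against SPF control, -0.19 for GF PAT against GF control, 0.54 for the difference between PAT effects and 0.10 for SPF PAT against GF PAT, quantile normalization by -0.29, 0.25, -0.12 and 0.38 for the first 4, and total-count scaling by 0.12 for GF PAT against GF control. With the shift, the share of genes past the threshold that were higher in SPF control than in GF control mice went from 46.2% to 25.2% with median centring and 34.4% with quantile normalization. For SPF PAT against SPF control the share higher was 53.4%, and 71.7%, 64.7% and 70.3% with median centring, quantile normalization and total-count scaling. For the difference between PAT effects it was 57.9%, 75.9% with median centring and 33.3% with the covariate. With the minimum absolute log2 difference of 1 the shares of these 3 comparisons were 72.7%, 16.4% and 30.0%, and with only the 2 groups compared 40.8% were higher in SPF PAT than in SPF control mice. For SPF PAT against GF control it was 66.7%, and 50.0% with total-count scaling, and for SPF PAT against GF PAT 62.5%, 46.7% with total-count scaling and 100% (1 gene) with median centring.

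With 1 mouse left out in turn, and a group of 2 assumed to vary like the others, the counts ranged from 169 to 259 for SPF control against GF control, 64 to 232 for SPF PAT against SPF control, 35 to 217 for the difference between PAT effects, 1 to 11 for SPF PAT against GF control, 1 to 11 for SPF PAT against GF PAT, 84 to 217 for the 4 groups and 0 to 1 for GF PAT against GF control. Counts moved by more than 1.5 times without SPF PAT mice 27, 26 and 21 and SPF control mice 7 and 2 for SPF PAT against SPF control (73, 89, 232, 75 and 64), and without SPF control mice 7 and 2 for the 4 groups (84 and 90). For SPF PAT against GF PAT they moved without SPF PAT mice 27 and 26 (2 and 1), SPF control mice 8, 7 and 2 (4, 5 and 3), GF PAT mice 43, 42 and 41 (4, 1 and 1) and GF control mice 38 and 37 (4 and 5), and Nfil3 was past the threshold in each.

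PC1 held 75.8% of the variance, 78.5% with genes centred only, 48.4% with all genes and 74.6 to 80.2% with 1 mouse left out. The other 9 mice stood apart from the SPF control mice in the tree, except with 1 minus Pearson's correlation, where 8 did and SPF PAT mouse 21 joined the SPF controls. The smallest branch with the GF mice held 9 mice, 6 with average linkage, Ward's linkage, 1 minus Pearson's correlation and genes centred only, and 5 to 9 with 1 mouse left out. The distance ratio of 0.681 stayed between 0.445 and 0.725 in 17 other settings, and was 0.853 with distances to the GF PAT mice.

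With a correlation estimated from the data, camera called none of the 8 lists it had called, whose medians were 1.24, 1.86 and 1.51 (B and plasma cell, T cell, antigen presentation) for SPF control against GF control, -1.55, -1.38 and -1.37 for SPF PAT against SPF control, and 1.19 and 0.61 (B and plasma cell, T cell) for GF PAT against GF control. The last 2 were also not called by fry. The Th17 list, with medians of 1.503 and -1.38 in the SPF comparisons, was called by fry, and with median centring at 1.06 and -1.02. The antigen presentation list was called for GF PAT against GF control with quantile normalization, at 0.42.

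Of 39 results on named genes, 33 kept their direction in all 15 settings (Tukey HSD with Benjamini-Hochberg adjustment, median centring, quantile normalization and the omission of each mouse), and of the 20 past the threshold 14 kept direction and call in all 15, 6 lost the call in at least 1 setting and none changed direction. Calls of SPF PAT against SPF control were lost for Il17a, Cd5 and Mbl2 without SPF PAT mouse 27 or 26 or SPF control mouse 7 or 2, for Mbl2 also without SPF control mouse 8, and for Cxcl15 without 8 of the mice, the exceptions being SPF PAT mouse 21, SPF control mouse 2 and GF control mice 38 and 37. Pigr lost its call of SPF control against GF control without SPF control mouse 8 or 2 or any GF control mouse. Calls were gained for Cd4 and Ptprc without SPF PAT mouse 21 in both SPF comparisons, without GF control mouse 37 for Cd4 and SPF control mouse 8 for Ptprc in SPF control against GF control, and for Pigr without SPF PAT mouse 26 in SPF PAT against SPF control. The 6 that changed direction were under the threshold in the main setting. With median centring and quantile normalization the log2 differences were -0.16 and -0.13 for Cd4 in GF mice, -0.32 and -0.24 for Foxp3 and -0.40 and -0.094 for Ifng in SPF control against GF control, and 0.23 and 0.040 for Ifng in SPF PAT against SPF control, and Foxp3 was at 0.020 there with quantile normalization. With 1 mouse left out the values ranged from -0.21 to 0.29 for Cd4 in GF mice, -0.20 to 0.56 for Foxp3 and -0.13 to 0.19 for Ifng in SPF control against GF control, -0.29 to 0.13 for Ifng in SPF PAT against SPF control and -0.63 to 0.42 for Ifng in GF mice. Foxp3 and Ifng had counts of 6 to 21 and 3 to 14, and standard errors of 0.380 and 0.457 in the main setting. Whether differences of this size can be detected at such counts was not tested.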

Differences from the paper's values

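None of the tests in this part was chosen after the result was seen, except the methods' tests taken together.

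The paper's number of genes different between SPF control and GF control mice is 141, where limma gave 234. The paper's percent of genes is 26%, where limma gave 42.1% of 556 genes. Of the alternatives set before the data were examined, those that did not differ from the paper's 141 and 26% by more than 1.5 times were the methods' one-way analysis of variance and Tukey HSD with 142 genes (25.5%), only the 2 groups compared with 199 (35.8%), quantile normalization with 209 (37.6%), the absolute log2 difference of at least 1 with 99 (17.8%), and the omission of SPF control mouse 7 with 188 (33.8%), SPF control mouse 2 with 181 (32.6%), GF control mouse 39 with 193 (34.7%) and GF control mouse 38 with 169 (30.4%). Those that differed were the Benjamini-Yekutieli adjustment with 49 genes (8.81%), the intensity trend with 241 (43.3%), the robust variance with 234 (42.1%), the minimum mean count of 20 with 226 (51.5% of the genes tested), median centring with 226 (40.6%), and the omission of each of the other 8 mice, with 224 to 259 genes. The methods' tests taken together, chosen after seeing the values, gave 141 genes. Over SPF control against GF control and SPF PAT against SPF control together they gave 145 genes, which include all 142 genes of the copy of Supplementary Data 2 examined here and 3 that the copy lacks, Cd99, Lilrb4 and Saa1_2.

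The paper's number of genes different between SPF PAT and SPF control mice is 55, where limma gave 146. Of the alternatives set before the data were examined, those that did not differ by more than 1.5 times were the methods' one-way analysis of variance and Tukey HSD with 55, only the 2 groups compared with 76, the absolute log2 difference of at least 1 with 55, and the omission of SPF PAT mouse 27 with 73, SPF control mouse 7 with 75 and SPF control mouse 2 with 64. Those that differed were the Benjamini-Yekutieli adjustment with 6, the intensity trend with 169, the robust variance with 145, the minimum mean count of 20 with 166, median centring with 106, quantile normalization with 139, and the omission of each of the other 9 mice, with 89 to 232. The methods' tests taken together, chosen after seeing the values, gave 55 genes. The paper's methods name the analysis of variance, Tukey HSD and a false discovery rate. The q-values of Supplementary Data 2 equal Tukey HSD p-values under Benjamini-Hochberg adjustment to within a relative difference of 4.33e-06. That test gave 142 and 55 genes on the values used here, against the paper's 141 and 55. The larger counts of limma therefore come from the test and not from the values, and the Benjamini-Yekutieli adjustment is not the one behind the paper's q-values.

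The paper states that all GF mice formed a single cluster. In the tree of the 184 genes past the F-test, the smallest branch with all 6 GF mice held 9 mice, the 3 SPF PAT mice included. The GF mice had a branch of their own, of 6 mice, with average linkage, with Ward's linkage, with 1 minus Pearson's correlation and with genes centred only, and also without SPF control mouse 7 or 2, and with GF PAT mouse 42 or 41 or GF control mouse 39 or 38 left out (5 GF mice). The branch held SPF PAT mice with all genes, without any 1 of the SPF PAT mice, and without SPF control mouse 8, GF PAT mouse 43 or GF control mouse 37. With the genes of the methods' tests together, chosen after seeing the values, it held 9 mice.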

Other observations

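Among the tests in this part, those chosen only after the result was seen are the comparison of SPF PAT with GF PAT mice, the choices of 3 of the 9 mice, the mean differences in total count, the correlations with different SPF control mice, and the relations of the B and plasma cell list with the T cell list and the total count.

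For comparisons of 3 mice with 3, chance cannot be excluded by regrouping, since 10 splits of 6 mice allow no share under 0.1. Only the real split reached its number of genes for SPF control against GF control (1 of 10 splits), for SPF PAT against SPF control (1 of 10, another split giving 75 genes), for SPF PAT against GF control (1 of 10) and for SPF PAT against GF PAT (1 of 10). For GF PAT against GF control, with 0 genes, 10 of 10 splits gave as many. For the 4 groups, 1 of 100 random splits gave as many genes, the real one included, which argues against chance there, although another split reached 130 genes. The number of gene lists past the threshold was reached by 3 of 10 splits for SPF control against GF control, 3 of 10 for SPF PAT against SPF control and 4 of 10 for GF PAT against GF control.

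The SPF PAT mice differed from all 6 GF mice without overlap in 36 genes, where 13.2 are expected by chance. Of the 84 choices of 3 of the 9 mice that were not SPF controls, 7 gave as many genes, the real choice included, so the SPF PAT mice may be no more distinct than a random 3 of these 9. The choice with most genes, 99, joined SPF PAT mouse 21 with GF PAT mice 42 and 41. The number of genes past the threshold between SPF PAT and GF control mice fell from 12 to 1 without SPF PAT mouse 26, and to 1 without GF control mouse 38, so that a single mouse could account for most of it, although leaving a mouse out also leaves 2 in its group. It was 2 without SPF PAT mouse 27, 5 without SPF PAT mouse 21, 3 without GF control mouse 39 and 5 without GF control mouse 37. Tigit was past the threshold in each of these settings.

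A few abundant genes carry most of the higher total counts of the SPF control mice, and are argued against only as the whole cause. With all genes the lowest SPF control total exceeded the highest total of the other mice by 124673 counts, and without the 10 most abundant genes by 22786, 423185 against 400399. The mean of the SPF control mice exceeded that of the other mice by 213056 counts with all genes. Without the 10 genes it did so by 82859, with an SD between mice of 35225 in the SPF control and 27973 in the other mice (exact permutation test, two-sided p = 0.00455). Differences in the amount of RNA or in the immune cell content of the sample were not separated, and no biological explanation was tested.

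The PAT effect in SPF mice mirrored the difference between SPF control and GF control mice, with a Pearson correlation of -0.919 across genes, which are not independent replicates. Both differences use the same SPF control mice, and 100 simulations with unchanged groups gave correlations from -0.648 to -0.235. When the 2 differences used different SPF control mice, the 6 correlations ranged from -0.816 to -0.461, the weakest with SPF control mouse 8 set apart. How much of the mirroring comes from the shared control mice cannot be told apart from a shift of SPF PAT mice towards GF mice, because only 3 SPF control mice are there to divide. The PAT effects in SPF and in GF mice, which share no mice, had a correlation across genes of -0.522, meaning that genes that fell with PAT in SPF mice tended to be higher with PAT in GF mice.

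The B and plasma cell genes varied widely between mice of a group, with a median SD within groups of 1.22 log2 units over the 15 genes measured, against 0.301 over all genes. The list mean was 8.16 in SPF PAT mouse 21 and 5.35 and 5.60 in the other SPF PAT mice, 6.47 in SPF control mouse 8 and 8.57 and 8.43 in the other SPF control mice, and 7.70 in GF control mouse 37 and 5.35 and 6.06 in the other GF control mice. Over the 12 mice, deviations from the group mean of this list and of the T cell list had a Pearson correlation of 0.955 (permutation within groups over 1296 arrangements, p = 0.00386, adjusted over the 2 relations 0.00772) and a Spearman correlation of 0.902 (permutation p = 0.00694). Without the 2 mice farthest from the median, SPF PAT mouse 21 and GF control mouse 37, Pearson's correlation was 0.902. A candidate explanation is a varying amount of lymphoid tissue in the sampled piece of ileum. The counts of the 3 most abundant genes of the list ranged from 25 to 9702, 8 of the 15 genes had at least 20 counts in every mouse, and both lists hold genes that the ileum expresses, so that another source of B and T cells is not excluded. The total count per mouse had a Pearson correlation of 0.0980 with the same deviations (permutation p = 0.792) and a Spearman correlation of 0.0210 (permutation p = 0.962), and -0.367 without the 2 mice, so that an effect of the total count was not seen and is not excluded with 12 mice. No biological explanation was tested.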
